# Single cell transcriptome analysis identified a unique neutrophil type associated with Alzheimer’s disease

**DOI:** 10.1186/s12979-024-00448-x

**Published:** 2024-06-25

**Authors:** Xiaolin Zhang, Guiqin He, Yixuan Hu, Boren Liu, Yuliang Xu, Xia Li, Xinyou Lv, Jin Li

**Keywords:** Alzheimer’s disease, Neutrophils, Single cell RNA sequencing, CCRL2

## Abstract

**Background:**

Neutrophils play an essential role in Alzheimer’s disease (AD) pathology. However, the extent of their heterogeneity remains poorly explored, particularly in the context of developing novel therapies targeting these cells.

**Results:**

We investigate the population structure of neutrophils purified from peripheral blood samples of AD mice. Utilizing single cell RNA sequencing, we comprehensively map neutrophil populations into six distinct clusters and find that the Neu-5 subset is specially enriched in AD mice. This subset exhibits fewer specific granules and a lower mature score. Gene ontology (GO) analysis reveals that genes involved in cytokine-mediated signaling are downregulated in the Neu-5 cluster. Furthermore, we identify the *Ccrl2* gene is specifically upregulated in this subgroup, which is confirmed by flow cytometry in AD mice. Finally, immunohistochemical staining indicates that CCRL2 protein is increased in the brains of AD mice.

**Conclusions:**

We identify a unique CCRL2 positive neutrophil cluster, that is specifically enriched in the peripheral blood of AD mice.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12979-024-00448-x.

## Background

Alzheimer’s disease (AD) is one of the most common forms of dementia in elderly. It is characterized by a slowly-progressing neurodegenerative disorder, starting with mild cognitive impairment and gradually culminating in severe decline of memory and the ability to execute daily activities [1]. The neuropathological hallmarks of AD include aggregates of amyloid beta (Aβ) and hyperphosphorylated tau proteins, neuronal loss and synaptic dysfunction [2]. More than 35 million people suffer from AD worldwide and as no effective treatments are available currently, it imposes a heavy social and financial burdens [3, 4].

It is now well established that both the innate and adaptive immune cells are present in the brain parenchyma and meninges [5, 6]. Emerging evidence suggests that adaptive immune response, such as T cells and B cells, is closely associated with AD pathogenesis [7–9]. Several studies have reported an increase in T cells in the cerebrospinal fluid, meninges, and hippocampus in post-mortem tissue of patients with AD, as well as in both Aβ and tau mouse models [10–12]. Deletion of peripheral immune cells, including T and B lymphocytes, significantly accelerated Aβ pathology [13]. In addition, mature B cells have been observed in the brain parenchyma of AD transgenic mice and infiltration of B cells has been associated with accelerated progression of AD pathology [14, 15]. Another study found B lymphocytes could mitigate Aβ pathology and memory impairments in a transgenic AD mouse model [16].

However, information about the role of innate immune system especially focusing on neutrophils in AD pathology remains limited. Clinical studies show that CD11b integrin and reactive oxygen species from blood neutrophils are increased in AD patients [17, 18]. In AD mice, Zenaro et al. observed neutrophils accumulate in brain areas with Aβ deposits and produce neutrophil extracellular traps, promoting cognitive decline [19]. Another report suggested neutrophils adhere in brain capillary segments and block blood flow, leading to memory impairment [20]. Therefore, neutrophils in blood indeed play a critical role in AD pathology. Yet, different neutrophil populations adapt to and differ depending on the microenvironment [21–23]. In AD pathology, which subpopulations are involved and the underlying molecular mechanism remains unknown.

In this study, we adopt single-cell RNA sequencing (scRNA-seq) to explore the neutrophil heterogeneity in AD mouse model. Following an unsupervised analysis, we identified six neutrophil subpopulations with distinct signature genes, of which the Neu-5 and Neu-6 clusters were significantly increased in AD mice. By characterization, the Neu-5 showed the less specific granule while the highest immature score and chemokines. Finally, flow cytometric analysis and immunohistochemistry confirmed the Neu-5 cluster was upregulated and infiltrated into the brain. Overall, we mapped the neutrophils in blood of AD mice and identified a specific cluster associated with AD progression.

## Methods

### Mice

All experimental mice, including 7-month-old female APP/PS1 transgenic mice, 5×FAD transgenic mice and C57BL/6J mice, were purchased from SPF (Beijing) Biotechnology Co., Ltd. The mice were housed under a standard 12-h dark–light cycle in a temperature-controlled environment (22–25 °C with 40–60% humidity) with food and water provided ad libitum. All animal procedures were approved by the Institutional Animal Care and Use Committees of Shanghai Mental Health Center.

### Neutrophil isolation

To isolate neutrophils from peripheral blood, 7-month-old female APP/PS1 transgenic mice were anesthetized with isoflurane. Whole blood was collected via cardiac puncture in EDTA-coated tubes. One part blood was mixed with nine parts Ammonium Chloride Solution (STEMCELL, 07800) and laid on ice for 15 min. After centrifugation (300 g, 6 min, 4 °C), cell pellets were washed once with PBS containing 2% fetal bovine serum (FBS) and 1 mM EDTA. Cell pellet was resuspended at 1 × 10^8^ nucleated cells/mL in PBS containing 2% FBS and 1 mM EDTA and neutrophils were enriched using EasySep™ Mouse Neutrophil Enrichment Kit (STEMCELL,19762) according to the manufacturer’s instruction.

### scRNA-seq and data analysis

#### Library construction and sequencing

Single-cell suspensions were prepared according to the protocol of Chromium Single Cell 3′ Solution (V3 chemistry). Reverse transcription and library preparation were performed using the 10× Genomics Single-Cell v3.0 kit following the 10× Genomics protocol. Single-cell libraries were submitted to 150 bp paired-end sequencing on the Illumina NavoSeq platform. Preprocessing of the data was done using the 10× Genomics Cell Ranger software version 5.0.0 in default mode. The 10× Genomics supplied reference data for the mm10 assembly and corresponding gene annotation was used for alignment and quantification.

#### Quality control

For cell filtering, cells outside the 5th and 95th percentile with respect to the number of genes detected and the number of unique molecular identifiers (UMIs) were discarded. Genes expressed fewer than three cells were filtered out. Cells with a percentage of mitochondrial genes higher than 10% were removed. Seurat R package (version 4.0.2) was used for downstream principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) analysis [24].

#### Normalization, integration and dimension reduction

Functions in the Seurat package was used for the following analyses. Data were log normalized using the “*Log Normalize*” method, and the top 2,000 variable features were identified on a per sample basis. Samples were then anchored and integrated using Canonical Correlation Analysis (CCA) for batch correction to avoid the batch effect of sample identity which might disrupt the downstream analysis. It then computes mutual nearest neighbors (MNN) in the CCA subspace and serve as “anchors” to correct the data. After scaling the data, linear and non-linear dimension reduction was performed by PCA of variable features and UMAP analysis, respectively, using the top 15 principle components.

#### Clustering, annotation and marker identification

Clustering was calculated using the functions *FindNeighbors* and *FindClusters*. Cluster-specific features were then queried against a set of canonical cell type-specific markers from the literature. Cell types in clusters were defined using the following marker genes: B cells (*Cd79a*), T cells (*Cd3e*), NK cells (*Ncr1*), monocytes (*Cd68*), neutrophils (*Hdc*). Data were visualized using Seurat package functions, including *DimPlot*, *FeaturePlot*, *DotPlot*, *VlnPlot* and *DoHeatmap*.

#### Neutrophil-specific sub-clustering

Using the function *Seurat*::subset, neutrophils were reanalyzed in isolation. Neutrophil-specific analysis was completed as described above (from identifying a new set of top 2,000 variable features through clustering and marker identification). Analyses of Differentially expressed genes (DEGs) were performed to identify marker genes for cell clusters. The *FindAllMarkers* function (logfc.threshold = 0.25, adjusted P value < 0.05 using the Bonferroni correction) was used to determine unique and/or highly enriched DEGs in one cluster compared to all other clusters. Cluster-specific DEG gene IDs were converted to Ensembl IDs and then to Entrez IDs. For each individual cluster, Entrez IDs were analyzed using *clusterProfiler*::enrichGO, and GO terms were identified (adjusted P value < 0.05 using the Benjamini-Hochberg method, false discovery rate < 0.1).

#### Scoring of biological processes

Individual cells were scored for their expression of gene signatures representing certain biological functions. For all signatures, functional scores were defined as the average normalized expression of corresponding genes. The neutrophil granule, maturation, ROS and chemotaxis signatures were provided in Supplementary Table S1.

#### Cluster-specific differential gene expression and pathway analysis

Differential gene expression and pathway analysis were performed between two samples of cells on normalized gene expression values. Genes were identified as DEGs if they had an adjusted P value < 0.05 using the Bonferroni correction method and had a log_2_ fold change > 0.5. Gene Ontology analysis was performed by using the R package clusterProfiler [25]. All DEGs were converted to their Ensemble IDs and subsequently their Entrez IDs (as described above) prior to being separated into upregulated and downregulated lists with their accompanying log_2_ fold changes. Each list was then analyzed separately to determine upregulated and downregulated GO terms (as described above). Upregulated and downregulated DEGs as well as GO terms were compared across clusters and were visualized using *UpSetR* package. Lists of DEGs and pathways are provided in Supplementary Tables S2–S3.

### Flow cytometry

Female 7-month-old APP/PS1 and 5×FAD transgenic mice were anesthetized with 50 mg/kg sodium pentobarbital by intraperitoneal injection. Peripheral blood (600–800 µL) was collected by retro-orbital bleeding and diluted with 5 mL RBC lysis buffer (BD Biosciences) for 15 min at room temperature. 10 mL Hanks’ balanced salt solution (HBSS) were added to stop lysis followed by centrifugation for 10 min at 500 g. Next, cells were washed twice with 10 mL HBSS including 2 mM EDTA and 1% bovine serum albumin (BSA) and gently filtered through a 70 μm cell strainer before being resuspended in FACS buffer. All staining procedures were performed in FACS buffer. Before surface staining, cells were incubated with anti-CD16/CD32 (for Fc receptor blocking; 553140, BD Biosciences) for 15 min at 4 °C. The following antibodies were used: anti-CD45 (557659, BD Biosciences), anti-Ly6G (560559, BD Biosciences), anti-CCRL2 (564946, BD Biosciences), anti-CD11b (552850, BD Biosciences) and Fixable Viability Stain (564406, BD Biosciences). For surface staining, cells were incubated on ice for 30 min in the dark with the appropriate antibodies. Unbound antibodies were washed from cells with stain buffer and cells were resuspended in an appropriate volume of stain buffer for flow cytometric analysis. Flow cytometry data were acquired on the BD FACSAria III flow cytometer and analyzed with FlowJo software v10 (TreeStar).

### Immunohistochemistry

Female 7-month-old APP/PS1 mice were anesthetized with 50 mg/kg sodium pentobarbital by intraperitoneal injection and subjected to cardiac perfusion with ice-cold 0.1 M PBS followed by 4% paraformaldehyde. The brains were dissected and transferred to 4% paraformaldehyde for 24 h, and then to 30% sucrose solution until they were saturated. Then the brains were embedded in Tissue-Tek® O.C.T. Compound and frozen by liquid nitrogen. The brains were cut into coronal sections of 25 μm using a Leica CM 1950 cryostat. Brain sections were washed in PBS for 10 min, permeabilized with 0.3% Triton X-100 in PBS for 30 min, and blocked with PBS containing 0.2% Triton X-100, 10% FBS for 2 h at room temperature. The sections were then incubated with primary antibodies overnight at 4 °C, washed with PBS containing 0.1% Triton X-100, and incubated in fluorescence-conjugated secondary antibodies for 2 h at 37 °C. After washing with 0.1 M PBS, coverslips were counterstained with DAPI. The images were captured with a confocal laser microscope (LSM700, Carl Zeiss). The following primary antibodies were used: rat anti-Ly6G (BD biosciences, 551459, 1:200), rabbit anti-CCRL2 (Novus, NBP3-11982, 1:200), Alexa Fluor 594 goat anti-rat rabbit IgG (Invitrogen, A11007,1:500) and Alexa Fluor 488 goat anti- rabbit IgG (Invitrogen, A11034, 1:500).

### ALZDATA database for analysis

We used data from the ALZDATA one-stop database (http://www.alzdata.org), which collects high-throughput omics data and serves as an in-depth integrating system to integrate data of different levels. We downloaded the normalized data about differential *Ccrl2* expression of cross platform, including studies GSE12685, GSE36980, GSE48350, GSE5281, GSE53890, GSE66333, GSE15222, GSE29652, GSE37263, GSE26927 and GSE5281. Then we analyzed the normalized expression of *Ccrl2* in the entorhinal cortex (including GSE26927, GSE5281, GSE48350 and GSE26972), frontal cortex (including GSE48350, GSE53890, GSE36980 and GSE5281) and temporal cortex (including GSE5281,GSE36980 and GSE37263) of female AD patients and healthy humans aged from 54 to 106 years.

### Statistical analyses

For flow cytometry, data are expressed as mean ± s.e.m. Means between two groups were compared using two-tailed unpaired Student’s t-tests. *P* < 0.05 was considered statistically significant. Statistical analysis and graphics were made using GraphPad Prism (v.10.0).

## Results

### scRNA transcriptome profiling of neutrophils in APP/PS1 mice

To investigate the cell diversity and disease-related cellular changes in peripheral neutrophils in Alzheimer’s disease (AD), we performed 10× single-cell RNA sequencing (scRNA-seq). Neutrophils were isolated from blood of either wild-type (WT) or the APP/PS1 transgenic AD mice at 7 months of age, pooling cells from three mice (Fig. 1a). 

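The data were 2 single-cell libraries, 1 for each genotype, each made from blood neutrophils pooled from 3 female mice at 7 months of age. APP/PS1 mice carry mutant human transgenes and deposit amyloid in the brain. Because the mice of a genotype were pooled before the library was made, there is 1 sample per condition and no replicate error, so no test was run and no p-value is given. The authors deposited counts of unique molecular identifiers (UMIs) per gene and cell for every barcode that Cell Ranger called a cell on the mm10 assembly, before the quality control of the methods. The WT library held 17123 cells and 92458623 UMIs, with a median of 3345 UMIs and 1147 genes per cell. The APP/PS1 library held 17645 cells and 84870864 UMIs, with a median of 3115 UMIs and 1122 genes per cell. From these counts, cells were filtered as in the methods, clustered with Seurat and named by marker genes, and UMIs were summed over all cells of a group and divided by all UMIs of that group (given as CPM). Every CPM and ratio has an exact Poisson interval and every share an exact Clopper-Pearson interval at the 95% level, and these cover counting error only, not the difference between mice. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 UMIs in the neutrophils of both libraries, and Xist had 96.5 CPM in WT and 76.0 CPM in APP/PS1. The counts do not separate the human transgenes, so the genotype labels were taken as given.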

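Cells outside the 5th to 95th percentile of genes detected or of UMIs in their own library were removed, as were cells with over 10% mitochondrial UMIs and genes found in fewer than 3 cells. In WT these limits were 236 and 3562 genes and 1075 and 14225 UMIs per cell, and 14564 cells were kept. In APP/PS1 they were 321 and 3138 genes and 999 and 11657 UMIs per cell, and 15208 cells were kept. The kept cells covered 17456 genes. Clusters with the markers of neutrophils held 7585 cells in WT and 9591 cells in APP/PS1, 17176 in all. A mean of 1022 genes was detected per neutrophil in WT and 1079 in APP/PS1, and 1054 over both libraries. With no percentile limits, 20281 cells lay in clusters named neutrophils, but 2 of the clusters found when these cells were clustered again were led by monocyte genes.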

Following quality-control filtering, we retained 16,708 high-quality neutrophils, each with an average of 1,048 genes per cell profiled, resulting in a total of 17,527 mouse genes across all cells. We then performed robust batch correction on our data using a standard regression model (Methods section). Graph-based clustering was employed to identify cell clusters based on their unique gene expression profiles, and dimension reduction plots (Uniform Manifold Approximation and Projection, UMAP) were used for visualization. Analysis of canonical markers (*S100a9* and *Hdc*) confirmed the capture of blood neutrophils (Extended Data Fig. S1a, b), which constituted approximately 57% of the cells. 

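S100a9 lies on chromosome 3 of mm10 from 90692632 to 90695721, and Hdc on chromosome 2 from 126593667 to 126619299 (GENCODE M21). In WT, S100a9 took up 94827 CPM in cells of the neutrophil clusters, 17695 CPM in erythroid cells and 7957 CPM in monocytes. In APP/PS1 the values were 81902 CPM, 22121 CPM and 6733 CPM. Both genes were among the markers that named the neutrophil clusters. The largest neutrophil cluster of the all-cell clustering had 1832 CPM of Hdc, against 237 CPM and 172 CPM in the monocyte clusters, and the basophil cluster had 3035 CPM. Neutrophils made up 57.7% of all kept cells (57.1% to 58.3%). The share was 52.1% in WT (51.3% to 52.9%) and 63.1% in APP/PS1 (62.3% to 63.8%). Removing the cells that Scrublet called doublets moved the pooled share most, to 61.2%.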

Unsupervised cluster analysis partitioned the neutrophils into six clusters (Neu1-6) (Fig. 1b, c).

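The 17176 neutrophils were clustered again with 2000 variable features per library, anchors between the 2 libraries from canonical correlation analysis and 15 principal components, at the lowest resolution that gave 6 clusters, which was 0.3. So that cluster sizes could be compared, genes that differed between the libraries by over 0.5 on the log2 scale and the genes the conclusions are about were left out, which left 1753 features. This can hide a cluster set apart by such genes, so like shares in the libraries do not argue against a cluster enriched in APP/PS1. Clusters are given here by number, because most carried the markers of more than 1 of the clusters in Fig. 1e. Cluster 0 held 6544 cells and was led by Stfa2, Stfa1 and Retnlg, with markers of Neu-4 and Neu-6 at a mean log2 ratio of 0.37 and 0.40 to the other neutrophils. Cluster 1 held 4679 cells and was led by Clec4n, Dusp2 and Traf1, with the markers of Neu-2, Neu-3 and Neu-5 at mean log2 ratios of 0.34, 0.33 and 0.33. Cluster 2 held 3442 cells and carried the platelet genes that mark Neu-1, at a mean log2 ratio of 2.26. Cluster 3 held 1999 cells and was led by the interferon-induced genes Ifit2, Ifit3 and Ifit1. Cluster 4 held 371 cells and was led by Camp, Ngp and Ltf, which belong to secondary granules. Cluster 5 held 141 cells and was led by mitochondrial genes. In what follows cluster 1 stands in for Neu-5, because it had the highest mean of the Neu-5 markers, although its Neu-2 and Neu-3 markers were as high. Cluster 4 had the highest means of the Neu-4 and Neu-6 markers, at 1.68 and 0.97, with Neat1, Dennd4a and Pde4b at log2 ratios of -1.60, -1.39 and -1.49. It was not taken for either, because clusters led by Camp, Ngp, Ltf or mitochondrial genes were kept out, a rule set after a trial clustering had been seen. Of the other clusters, cluster 0 stands in for Neu-6, because its Neu-6 markers lay farthest above Neat1, Dennd4a and Pde4b, although its Neu-4 markers were near the same level.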

We assessed the distribution of each cluster by comparing the proportion of cells from APP/PS1 mice to those from WT mice. 

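Cluster 0 took up 40.6% of the neutrophils in WT (39.4% to 41.7%) and 36.2% in APP/PS1 (35.2% to 37.1%). Cluster 1 took up 27.0% in WT (26.0% to 28.0%) and 27.4% in APP/PS1 (26.5% to 28.3%), a difference of 0.384 percentage points with an interval from -0.966 to 1.73. Cluster 3 took up 10.1% in WT and 12.9% in APP/PS1, cluster 4 took up 2.11% and 2.20%, and cluster 5 took up 0.870% and 0.782%. The difference in cluster 1 depended on the clustering. With all variable features kept, as in the methods, the cluster highest in the Neu-5 markers took up 9.34 percentage points more of APP/PS1 than of WT, and with percentiles taken over both libraries together the difference was -4.36 percentage points.

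**Figure D1:**
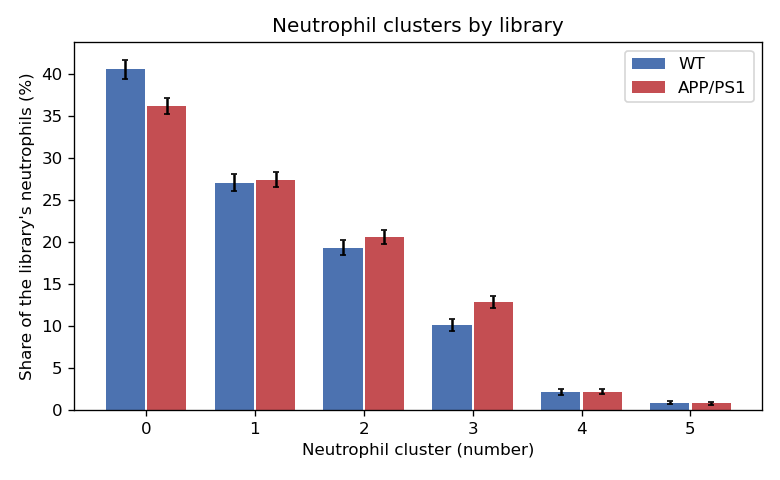
Share of each library's neutrophils (%, y axis) in the 6 clusters (x axis, by number) for WT and APP/PS1, with exact Clopper-Pearson intervals as error bars. Cluster 1 takes up 27.0% of WT and 27.4% of APP/PS1 neutrophils.

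**Figure D2:**
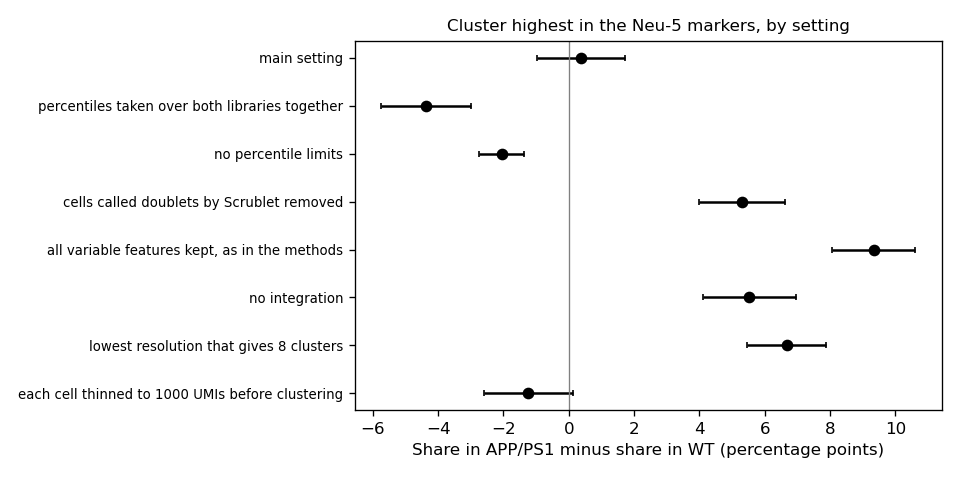
Share in APP/PS1 minus share in WT (percentage points, x axis) of the cluster with the highest mean of the Neu-5 markers, for the main setting and each alternative that gave such a cluster (y axis), with counting intervals as error bars. The points lie on both sides of 0, from -4.36 to 9.34.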

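Every neutrophil cluster held cells of both libraries. Cells of the APP/PS1 library made up 53.0% of cluster 0, 56.2% of cluster 1, 57.4% of cluster 2, 61.7% of cluster 3, 56.9% of cluster 4 and 53.2% of cluster 5. That library gave 9591 of all 17176 neutrophils, so cluster 0 held relatively more WT cells, and for cluster 5 the difference lay within counting error. With no integration of the libraries, the cluster highest in the Neu-5 markers took up 30.2% of WT and 35.7% of APP/PS1 neutrophils, and the cluster taken for Neu-6 took up 44.9% and 31.6%.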

In UMAP space, cells from APP/PS1 mice segregated from those in WT mice, forming two distinct clusters, Neu-5 and Neu-6, while Neu-2, Neu-3 and Neu-4 primarily originated from WT mice (Fig. 1b, c). The proportion of Neu-1 was similar between the two samples. 

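Cluster 2, with the platelet genes that mark Neu-1, held 1467 WT cells and 1975 APP/PS1 cells. This was 19.3% of the WT neutrophils (18.5% to 20.2%) and 20.6% of the APP/PS1 neutrophils (19.8% to 21.4%), a difference of 1.25 percentage points (0.0383 to 2.46). Under the 8 alternatives for the clustering, run for this cluster after the values had been seen, the difference was larger, from 1.92 percentage points with 30 principal components (0.716 to 3.12) to 5.85 percentage points with no integration (4.64 to 7.05).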

Neu-2, Neu-3 and Neu-4 were closely associated but more remote from Neu-5 and Neu-6 (Fig. 1d). 

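Summed profiles of the clusters were compared across 6247 genes, which are not independent of each other. Pearson's r of log2 CPM was 0.989 between clusters 0 and 1, 0.973 between clusters 0 and 2, and 0.982 between clusters 0 and 3. Clusters 1 and 3 had r of 0.984, and clusters 1 and 2 had r of 0.968. Cluster 4 stood farther from clusters 0 and 1 than clusters 2 and 3 did, with r of 0.886 against cluster 0 and 0.855 against cluster 1. The order differed by the mean absolute log2 difference, where cluster 0 was nearest to cluster 3 (0.208), then to cluster 2 (0.234), cluster 1 (0.289), cluster 5 (0.470) and cluster 4 (0.639).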

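Among 6247 genes, 339 were over 1 log2 unit higher in cluster 4 than in the other neutrophils, and 721 were as far below. Cluster 1 had 13 such genes above and 80 below, cluster 2 had 189 above and 12 below, and cluster 3 had 83 above and 19 below. In cluster 0 no gene was this far above the other neutrophils and 104 were below. The clusters were made from genes of this kind, so these counts describe the clustering and were not tested.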

There was substantial differential gene expression between the clusters (Fig. 1e).

In a gene ontology analysis of differentially expressed genes (DEGs), we noticed that the Neu-1 cluster expressed higher levels of interferon-stimulated genes (ISGs), such as *Ifit3* and *Slfn4*, compared to other clusters (Extended Data Fig. S1c). 

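Ifit3 lies on chromosome 19 from 34583531 to 34588731, and Slfn4 on chromosome 11 from 83175186 to 83190216. Neither gene was used in the clustering, although other interferon-induced genes were. In cluster 2, which carried the Neu-1 markers, Ifit3 had 106 CPM (99.9 to 112) and Slfn4 had 499 CPM (486 to 512). Ifit3 was highest in cluster 3, with 696 CPM (674 to 718), and was at 73.8 CPM in cluster 1 and lower in cluster 0, at 27.5 CPM in WT and 47.0 CPM in APP/PS1. Slfn4 had 1312 CPM in cluster 3 (1282 to 1342), 379 CPM in cluster 0 and 517 CPM in cluster 1.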

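Rpl26 lies on chromosome 11 from 68901583 to 68906989. It had 392 CPM in cluster 1 (382 to 403), against 320 CPM in cluster 0, 341 CPM in cluster 2 and 324 CPM in cluster 3. Cluster 5, led by mitochondrial genes, had 427 CPM of Rpl26 (366 to 496). Cluster 1 carried the markers of Neu-2 and of Neu-5 alike, so these values do not separate Neu-2 from Neu-5. Rpl26 was neither a marker of a cluster nor used in the clustering.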

The Neu-2 cluster expressed more genes associated with ribosomal processes and translation initiation, such as *Rpl26* and *Rps8*. Notably, genes that were related to migration and chemotaxis were predominantly expressed in Neu-3, Neu-4, Neu-5 and Neu-6 clusters (Fig. 1f), suggesting that the motility of blood neutrophils in AD mice was affected.

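The chemotaxis score was the mean log-normalized value of the 69 genes of the list in Table S1 that the counts hold. In WT its mean was 0.761 in cluster 2 (SD over cells 0.0815), 0.729 in cluster 1 (SD 0.0841), 0.726 in cluster 0 (SD 0.0710) and 0.719 in cluster 3 (SD 0.0711). In APP/PS1 it was 0.746 in cluster 2, 0.714 in cluster 0, 0.705 in cluster 1 and 0.699 in cluster 3. Cluster 4 had 0.645 in WT and 0.617 in APP/PS1, and cluster 5 had 0.723 and 0.686. The list holds the platelet genes Ppbp and Pf4, which mark cluster 2. Over all neutrophils the mean score was 0.731 in WT and 0.714 in APP/PS1.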

**Fig. 1:**
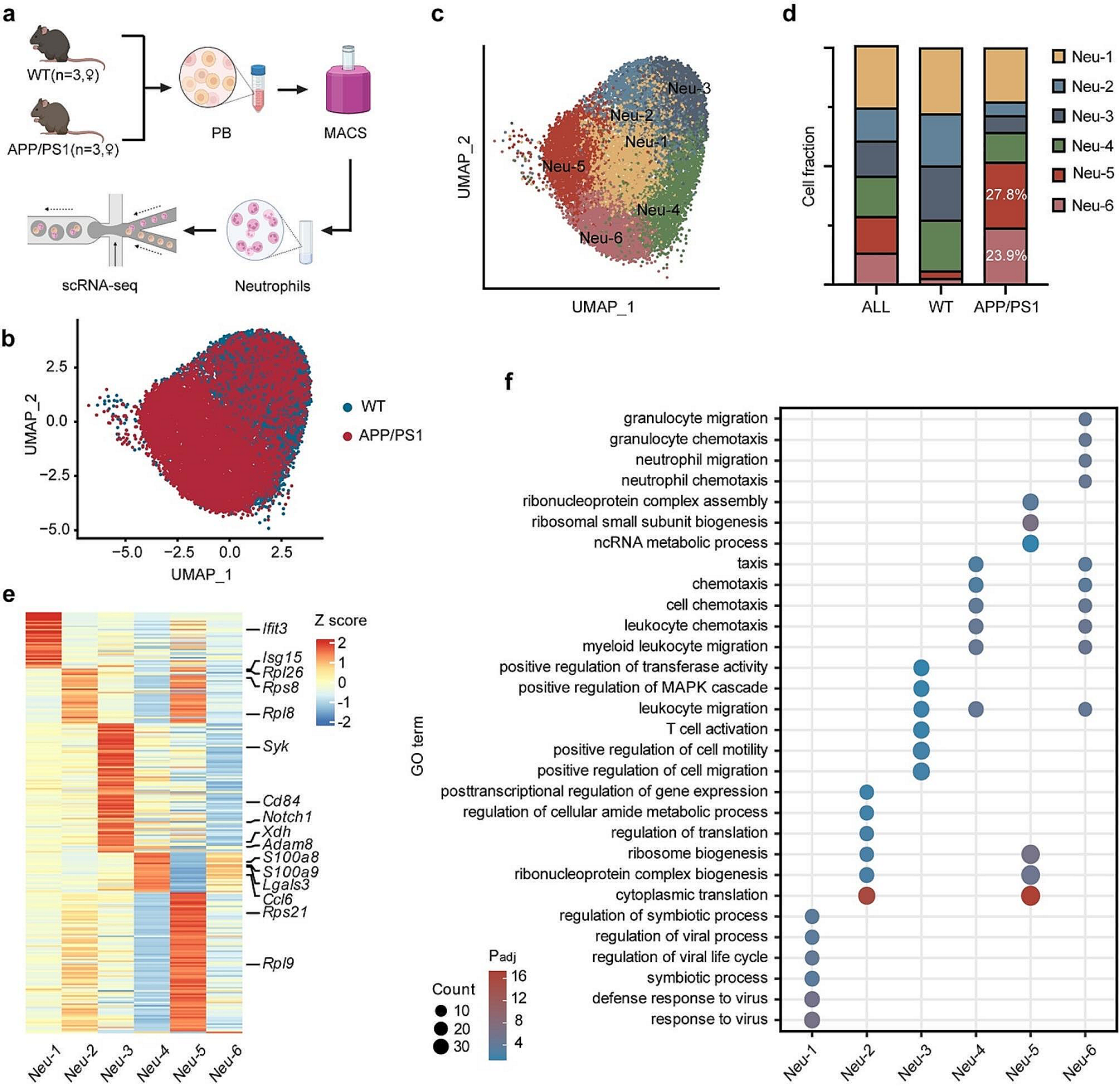
scRNA-seq analysis of peripheral blood neutrophils in APP/PS1 mice. (**a)** Schematic of the study design. (**b-c)** UMAP of 16,708 neutrophils, colored by sample (**b**) and cluster (**c**). (**d**) Proportions of the six neutrophil clusters in two samples. (**e**) Heatmap showing row-scaled expression of the differentially expressed genes per cluster for all neutrophils. (**f**) Functional annotation of neutrophil clusters using GO significantly enriched for their signature genes

### Assessing the characterization of neutrophil subclusters

We next determined the characteristics of these clusters. The expression of granule genes in each cluster was evaluated. 

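Elane, on chromosome 10 from 79886247 to 79888215, had 0 UMIs in the WT neutrophils and 2 in the APP/PS1 neutrophils, so its level could not be compared between clusters at this depth. Scamp1, on chromosome 13 from 94201310 to 94285857, had 18.1 CPM in cluster 2 (15.7 to 20.7), 10.6 CPM in cluster 0 (9.17 to 12.2), 9.48 CPM in cluster 1 (7.93 to 11.3) and 29.1 CPM in cluster 4 (22.4 to 37.1). The azurophil genes of Fig. 2a together had 24.9 CPM in cluster 2 (22.1 to 28.0), 30.5 CPM in cluster 0 (28.0 to 33.2) and 27.2 CPM in cluster 1 (24.5 to 30.1). The gelatinase granule genes together had 7920 CPM in cluster 0, 6979 CPM in cluster 1, 7224 CPM in cluster 2, 7153 CPM in cluster 3 and 8970 CPM in cluster 4.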

The Neu-1 cluster expressed higher levels of either azurophil or secretory granule genes, such as *Elane and Scamp1*, while the Neu-2 and Neu-3 clusters both displayed high expression of gelatinase granule genes. Moreover, Neu-4 showed high expression of all four different types of granules genes. However, the Neu-5 and Neu-6 clusters had lower expression of these granule genes, which was also illustrated by the granule score (Fig. 2a, c, Extended Data Fig. S2a–c). Furthermore, we analyzed the biological functions of these clusters. 

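Cluster 0, which carried the Neu-4 markers, had 4824 CPM of the specific granule genes of Fig. 2a (4792 to 4856) and 937 CPM of the secretory granule genes (923 to 951). Of clusters 0 to 3, it had the highest secretory sum, and its specific granule sum lay within counting error of the 4835 CPM in cluster 3 (4777 to 4893). Lcn2 is among the specific granule genes and also among the genes taken to mark Neu-4, and Fpr1 is among the secretory genes and those taken to mark Neu-6. Cluster 4 had 35483 CPM of the specific granule genes and 2231 CPM of the secretory granule genes.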

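In cluster 1, which stood in for Neu-5, the specific granule genes summed to 4459 CPM (4424 to 4495) and the secretory granule genes to 885 CPM (869 to 900.5). Cluster 2 had 4693 CPM and 868 CPM. The specific granule score, the mean log-normalized value of 8 genes, was 1.08 in cluster 1 of both libraries (SD over cells 0.350 in WT and 0.343 in APP/PS1) and 1.28 and 1.27 in cluster 0. The cluster 1 mean lay 0.197 below the other neutrophils (difference of -0.197), which is less than 1 SD of the cells. Without the genes that also mark the clusters, 6 genes were left and the difference was -0.0323.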

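Scores were compared between cluster 1 and all other neutrophils within each library and averaged over the 2 libraries. The maturation score, from 50 genes, differed by -0.0391, by -0.0297 in WT and -0.0484 in APP/PS1, where its SD over all neutrophils was 0.200 and 0.218. Thinning each cell to 1000 UMIs, which left out 2 APP/PS1 neutrophils and no WT neutrophil, gave -0.0163, and leaving out the genes that mark the clusters gave -0.00355. The score for reactive oxygen species (ROS), from 21 genes, differed by 0.00850, by 0.00683 in WT and 0.0102 in APP/PS1, against an SD of 0.0898 and 0.0901. After thinning the ROS difference was 0.00750, and it was below 0 under several alternatives, among them -0.00344 with all variable features kept. The chemotaxis score differed by -0.00753, by -0.00321 in WT and -0.0119 in APP/PS1, and by 0.00927 without the genes that mark the clusters. Each of these differences was smaller than the spread between cells. Cluster 1 was not the extreme cluster for maturation or ROS. Mean maturation was 2.34 in WT and 2.28 in APP/PS1 in cluster 1. It was lower in cluster 4 (1.98 and 1.78) and cluster 5 (2.31 and 2.25). Mean ROS was 0.233 and 0.248 in cluster 1 and higher in cluster 4, at 0.336 and 0.366.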

Compared to other clusters, the Neu-5 cluster showed a significantly lower maturation score, but higher ROS and chemotaxis scores (Fig. 2d–f), which indicated that more immature neutrophils with potentially higher activation and migration ability were present in the blood of AD mice. In addition, we also assessed the chemokines secreted by these clusters. The Neu-5 population obviously expressed higher levels of chemokines such as *Cx3cl1*, *Cxcl10*, *Ccl3*, *Ccl4* and *Ccl5* (Fig. 2b), which are responsible for the recruitment of T cells, natural killer cells and monocytes [26, 27].

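Ccl3 had 422 CPM in cluster 1 and 241 CPM in the other neutrophils, a log2 ratio of 0.81 (0.76 to 0.85). Ccl4 had 422 CPM against 296 CPM, a log2 ratio of 0.51 (0.47 to 0.56). Ccl5 had 53.7 CPM in cluster 1 and 52.8 CPM in the others, a log2 ratio of 0.02 with an interval from -0.10 to 0.15. Cxcl10 had 84 UMIs or 6.08 CPM in cluster 1 against 10.4 CPM in the others over both libraries. By library the log2 ratio was -0.08 in WT (-0.75 to 0.54) and -1.02 in APP/PS1 (-1.46 to -0.60). In APP/PS1 Cxcl10 was highest in cluster 3, at 66.7 CPM (58.5 to 75.7), and in WT in cluster 4, at 51.7 CPM (37.6 to 69.4). Cx3cl1 had 1 UMI in all neutrophils, in cluster 2, and could not be compared. Ccl3 and Ccl4 lie near each other on chromosome 11, from 83647844 to 83649355 and from 83662584 to 83664683.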

**Fig. 2:**
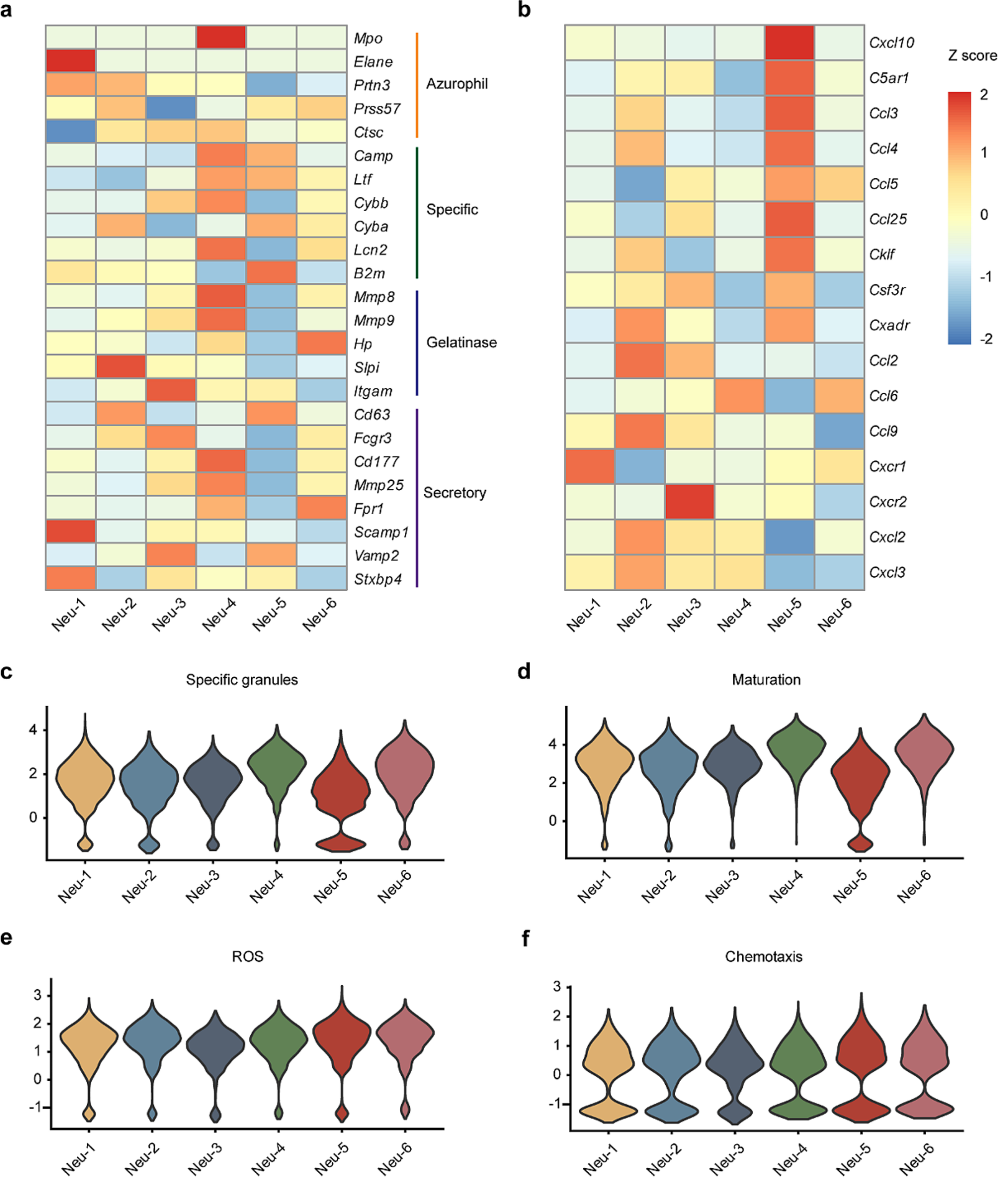
Functional characterization of neutrophil subclusters. (**a**) Heatmap showing the expression of neutrophil specific granule-related genes for all neutrophils. (**c**–**f**) Violin plots of specific granule score (**c**) maturation score (**d**), mitochondria-mediated ROS production score (reactive oxygen species biosynthetic process, GO:1,903,409) (**e**) and chemotaxis score (GO:0030593) (**f**) for each cluster. (**b**) Heatmap showing the expression of chemokine genes for all neutrophils

### Cluster-specific transcriptome features

To examine the global transcriptomic changes in neutrophil subclusters, we compared the individual cluster transcriptome profiles between APP/PS1 and WT mice. The mean number of unique molecular identifiers (UMIs) and genes detected per cell in each cluster was comparable between the two samples. 

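In cluster 0 the mean was 2692 UMIs (SD over cells 754) and 951 genes per cell in WT and 2798 UMIs (SD 894) and 981 genes in APP/PS1. Cluster 1 had 2894 UMIs (SD 1769) and 1069 genes in WT and 2998 UMIs (SD 1561) and 1112 genes in APP/PS1. Cluster 2 had 3082 UMIs and 1094 genes in WT and 3405 UMIs and 1174 genes in APP/PS1. Cluster 3 had 2620 UMIs and 970.3 genes in WT and 2920 UMIs and 1047 genes in APP/PS1. Cluster 4 had 5318 UMIs and 1381 genes in WT and 6396 UMIs and 1574 genes in APP/PS1, and cluster 5 had 2805 UMIs and 2932 UMIs. In each cluster the difference between libraries was smaller than the SD between cells.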

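The median neutrophil held 2553 UMIs in WT (2536 to 2571) and 2703 UMIs in APP/PS1 (2682 to 2721), a ratio of 1.06 (1.04 to 1.07). The median number of genes was 963 in WT (958 to 968) and 1008 in APP/PS1 (1004 to 1012), a ratio of 1.05. With each cell thinned to 1000 UMIs, the median was 499 genes in WT and 505 genes in APP/PS1, a ratio of 1.01. The mean was 2871 UMIs per neutrophil in WT and 3073 in APP/PS1 with the percentile limits, and 5057 in WT and 4576 in APP/PS1 without them, where the cells included clusters led by monocyte genes.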

At the same sequencing depth, both the gene number and total UMIs increased in blood neutrophils of APP/PS1 mice, indicating elevated transcriptional activity during AD pathology (Extended Data Fig. S3a, b).

We identified a total of 2,190 DEGs (adjusted P value < 0.05) between APP/PS1 and WT mice, of which 171 DEGs were expressed in Neu-1, while 221 DEGs in Neu-2, 267 DEGs in Neu-3, 193 DEGs in Neu-4, 158 DEGs in Neu-5, and 30 DEGs in Neu-6 (Fig. 3a). 

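With 1 library per genotype, genes were not tested here and no number of differentially expressed genes was made from cells. The paper lists its genes by cluster in Supplementary Material 3, and the sign of each listed change was compared with the summed CPM ratio over all neutrophils. In the sheets for Neu-1, Neu-2, Neu-3, Neu-4 and Neu-6, 98.8% of the 882 listed entries had the listed direction (97.8% to 99.4%), by sheet from 97.3% to 100%. In the sheet for Neu-5, which holds 157 entries against the paper's 158 and was kept apart for that reason, 131 entries or 83.4% had the listed direction (76.7% to 88.9%). The paper chose these genes from the same libraries, so this is no independent test. By size, the genes highest in APP/PS1 among 1112 genes of one direction in all 6 clusters were Cd3d, Ttc9, Plekhn1, Edem2 and Rnase6, at log2 ratios of 2.77, 2.25, 1.76, 1.55 and 1.54. The lowest were Hebp1 at -8.09, with 402 UMIs in WT and 2 in APP/PS1, Hbegf at -4.62, Snai1 at -2.06, Hook2 at -1.75 and 1700017B05Rik at -1.63.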

Notably, only 12 DEGs were expressed in all six clusters (Extended Data Fig. S3b), suggesting that the transcriptomic features are cluster-specific.

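The sheets of Supplementary Material 3 hold 12 genes in common, 5 up and 7 down in APP/PS1. Over all neutrophils AW011738, Edem2, Fos and Zfp36 were higher in APP/PS1, with log2 ratios of 1.11, 1.55, 0.62 and 0.75. Cd14, Hbb-bs, Ifitm1, Il1r2, Per1, Rpl29 and Tgm2 were lower, with log2 ratios of -1.56, -0.70, -0.82, -0.66, -0.79, -0.76 and -1.21. Of the genes named here, AW011738 and Hbb-bs had the same direction in 5 of the 6 clusters of the new clustering, and the others had it in all 6. Across 6150 genes, which are not independent, the log2 ratios between libraries in 1 cluster and in the rest had Pearson's r of 0.717 for cluster 0, 0.741 for cluster 1, 0.695 for cluster 2, 0.570 for cluster 3, 0.219 for cluster 4 and 0.200 for cluster 5. Clusters 4 and 5 held only 371 and 141 cells, against 6544 in cluster 0. Counting noise in their ratios can lower r, so the low values do not show a different response.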

The pathways associated with DEGs were further investigated. 

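Among genes of the response to virus, Ifit3 had 98.1 CPM in WT neutrophils and 163 CPM in APP/PS1 neutrophils, a log2 ratio of 0.73 (0.66 to 0.80). It was higher in APP/PS1 in clusters 0 to 3 and lower in cluster 4, with 63.5 CPM in WT and 18.5 CPM in APP/PS1, and in cluster 5. Cxcl10 had 5.10 CPM and 12.2 CPM, a log2 ratio of 1.26 (0.95 to 1.58), from 111 and 361 UMIs. Ifi27l2a had a log2 ratio of 0.22 (0.20 to 0.23). Sod2 and Ncf4 had log2 ratios of 0.54 and 0.51. No term enrichment was computed.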

The upregulated DEGs were mainly involved in defense response to stimulus like virus and lipopolysaccharide in all these neutrophil clusters except for the Neu-6, which was associated with RNA transcription processes. 

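Cd14 lies on chromosome 18 from 36725067 to 36726798. It had 1002 CPM in WT neutrophils (21831 UMIs) and 339 CPM in APP/PS1 neutrophils (9992 UMIs), a log2 ratio of -1.56 (-1.60 to -1.53). By cluster the log2 ratio was -1.65 in cluster 0, -1.30 in cluster 1, -1.53 in cluster 2, -1.76 in cluster 3, -2.41 in cluster 4 and -1.54 in cluster 5. Il1r2, on chromosome 1 from 40074079 to 40125231, had 734 CPM in WT and 464 CPM in APP/PS1, a log2 ratio of -0.66 (-0.69 to -0.63). Its log2 ratio ranged from -0.59 in cluster 0 to -1.04 in cluster 5. With no percentile limits the ratios were -1.47 for Cd14 and -0.50 for Il1r2. Cd14 was also lower in monocytes (log2 ratio of -1.33), B cells (-2.60), T cells (-1.56) and NK cells (-1.15). Il1r2 was lower in monocytes (-0.57), B cells (-1.37) and T cells (-0.48), and in NK cells (-0.25) the interval held 0. The drop was thus not confined to neutrophils. Hbegf, which lies within 5 Mb of Cd14, was also lower in neutrophils and in these cell types. A cause shared by these neighbours was not tested. How much of the lymphocyte values was RNA from neutrophils was not measured.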

Otherwise, the downregulated DEGs such as *Cd14* and *Il1r2*, were largely responsible for cytokine-mediated signaling pathways, particularly in the Neu-2, Neu-5 and Neu-6 clusters (Fig. 3b). Based on these findings, the increased Neu-5 and Neu-6 clusters in APP/PS1 mice were likely to decrease the response of cytokine-mediated inflammation.

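From the larger Neu-5 and Neu-6 clusters in Fig. 1d and the lower Cd14 and Il1r2, the paper proposes that these clusters lower the response to cytokine-mediated inflammation. In cluster 1, Cd14 had 982 CPM in WT and 399 CPM in APP/PS1. Il1r2 had 857 CPM in cluster 1 of WT and 540 CPM in cluster 1 of APP/PS1. Against the other neutrophils of its library, cluster 1 was not low in either gene. The log2 ratio of Cd14 was 0.33 in APP/PS1 (0.27 to 0.39) and -0.04 in WT, with an interval that held 0. For Il1r2 it was 0.31 in WT and 0.30 in APP/PS1. Both genes are among those taken to mark Neu-2, whose markers cluster 1 also carried, so these levels do not speak for Neu-5 alone. In the paper's sheets, Cd14 was found in a share of 0.368 of APP/PS1 and 0.471 of WT cells of Neu-5, the lowest of all sheets. For Il1r2 the Neu-5 shares were 0.643 and 0.739, and only those of Neu-6 were lower.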

**Fig. 3:**
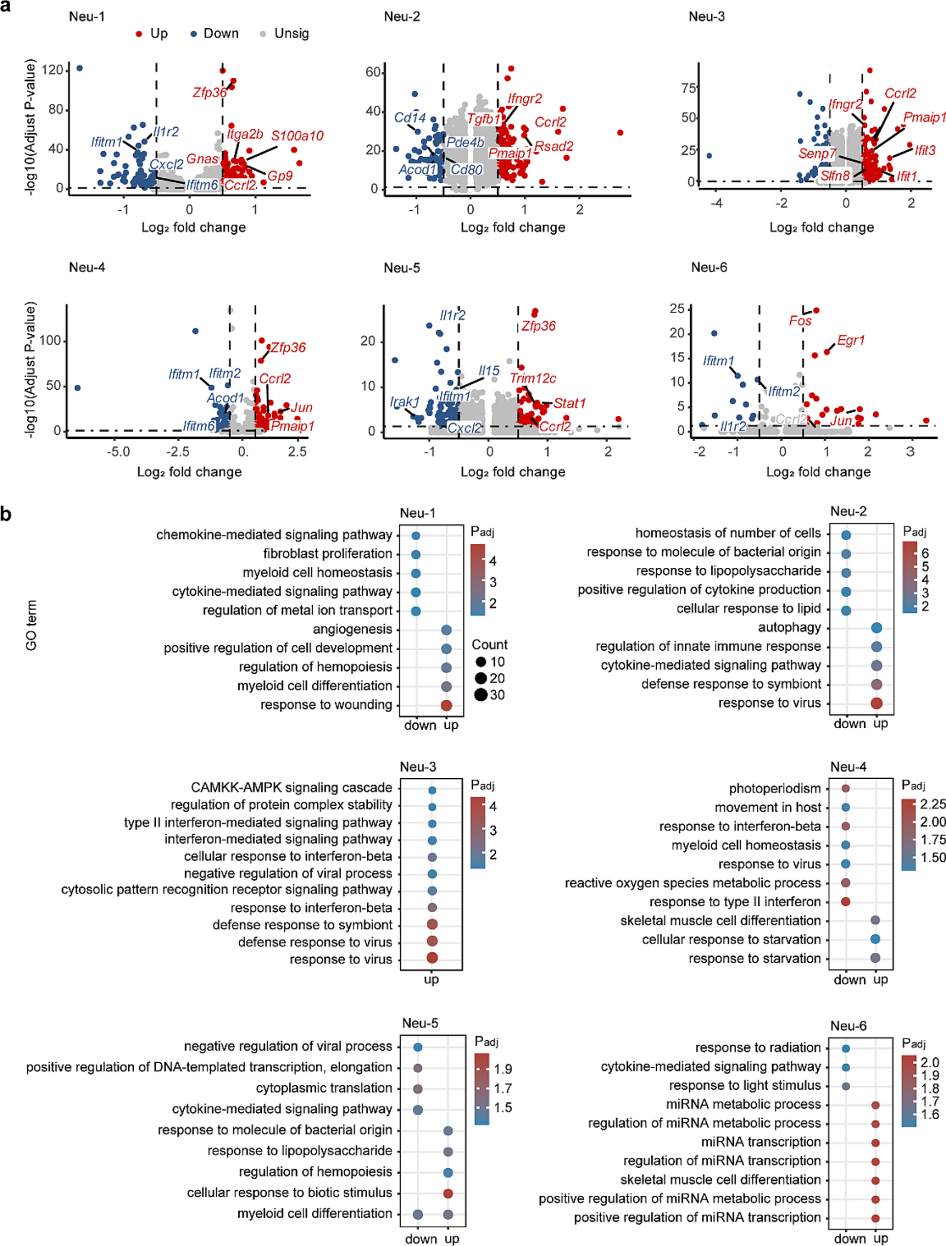
Cluster-specific changes in each neutrophil subpopulation in APP/PS1 mice. (**a**) Volcano plots displaying genes that are up- (red) or down-regulated (blue) in APP/PS1 mice for each cluster. Dashed lines denote fold change thresholds used when identifying DEGs. (**b**) GO analysis of DEGs in APP/PS1 mice for each cluster. Selected GO terms with Benjamini-Hochberg-corrected P-values < 0.05 (one-sided Fisher’s exact test) are shown

### Annotating the clusters of AD-associated neutrophils

Based on the above data, we focused on the Neu-5 cluster, which demonstrated higher migration. Previous research has revealed a close correlation between neutrophils exhibiting a high migratory capacity and the pathological manifestations of AD [19]. 

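Ccrl2 encodes an atypical chemokine receptor and lies on chromosome 9 from 111054486 to 111057519. It was used neither in the clustering nor in choosing clusters. Against all other neutrophils of its library, cluster 1 had a log2 ratio of Ccrl2 of 0.89 in WT (0.82 to 0.97) and 0.94 in APP/PS1 (0.89 to 0.98). With no percentile limits, the cluster with the highest mean of the Neu-5 markers was led by monocyte genes such as Fn1 and Ccr2, and the ratios were -0.98 in WT and -0.89 in APP/PS1. Cluster 1 carried the Neu-2 and Neu-3 markers as well, so its ratios do not set Neu-5 apart from these. In the paper's sheets, Ccrl2 was found in a share of 0.594 of APP/PS1 and 0.391 of WT cells of Neu-5. The shares were higher in Neu-2 (0.733 and 0.417) and Neu-3 (0.716 and 0.422), and lower in Neu-1 and Neu-4.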

To distinguish this cluster from others, we plotted the DEGs and found the *Ccrl2* gene was specifically enriched in the Neu-5 cluster. Further assessment of the *Ccrl2* gene expression among all clusters also validated the result (Fig. 4a-b), suggesting *Ccrl2* was a potential marker gene for the Neu-5 cluster. In addition, the *Ccrl2* gene in APP/PS1 mice was markedly upregulated across the six neutrophil clusters compared to WT mice (Fig. 4c). 

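In WT, Ccrl2 had 431 CPM in cluster 1 (415 to 448), 357 CPM in cluster 3 (331 to 384), 313 CPM in cluster 5, 258 CPM in cluster 2, 206 CPM in cluster 0 (196 to 216) and 35.3 CPM in cluster 4. In APP/PS1 it had 861 CPM in cluster 1 (840.2 to 881), 654 CPM in cluster 3 (627.5 to 681), 546 CPM in cluster 5, 495 CPM in cluster 2, 394 CPM in cluster 0 and 57.1 CPM in cluster 4. At least 1 UMI of Ccrl2 was found in 35.7% of WT neutrophils (median depth 2553 UMIs) and 51.9% of APP/PS1 neutrophils (median depth 2703 UMIs). With each cell thinned to 1000 UMIs, the shares were 19.6% and 31.3%, with no WT and 2 APP/PS1 neutrophils left out. In B cells the share was 10.5% in WT and 8.89% in APP/PS1, at median depths of 4634.5 and 5464 UMIs, and in T cells 9.37% and 10.9%, at 4417 and 3574.5 UMIs. After thinning, the B cell shares were 2.63% and 1.89%, and the T cell shares 2.58% and 3.14%.

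**Figure D3:**
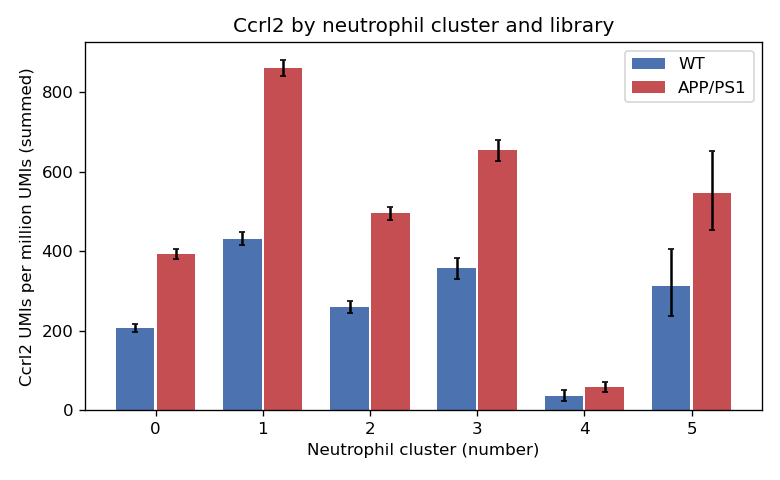
Summed Ccrl2 CPM (y axis) in each of the 6 neutrophil clusters (x axis, by number) of WT and APP/PS1, with exact Poisson intervals as error bars. Cluster 1 has the highest level in both libraries, 431 in WT and 861 in APP/PS1.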

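Over all neutrophils Ccrl2 had 6235 UMIs or 286 CPM in WT and 16479 UMIs or 559 CPM in APP/PS1, a log2 ratio of 0.97 (0.92 to 1.01). By cluster the log2 ratio was 0.94 in cluster 0 (0.85 to 1.02), 1.00 in cluster 1 (0.93 to 1.06), 0.94 in cluster 2 (0.84 to 1.04), 0.87 in cluster 3 (0.75 to 1.00), 0.69 in cluster 4 (0.07 to 1.35) and 0.80 in cluster 5 (0.34 to 1.28). The direction was the same in all 6 clusters, and the intervals of clusters 0 to 3 overlapped.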

We next wondered which transcription factors drive the Neu-5 cluster. 

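Cebpe, on chromosome 14 from 54710360 to 54712174, had 1293 UMIs over all neutrophils. Cluster 1 had 22.8 CPM (20.4 to 25.5) and the other neutrophils 26.1 CPM, a log2 ratio of -0.20 (-0.38 to -0.01). Cluster 4, which carried Camp, Ngp and Ltf and held 2.16% of the neutrophils, had 167 CPM (151 to 185) and 28.5% of all Cebpe UMIs (26.0% to 31.0%). With cluster 4 left out of the comparison, the log2 ratio of cluster 1 to the others was 0.40 (0.20 to 0.60). With the mean over cells of each cell's CPM in place of summed CPM it was 0.16, with cluster 4 among the others.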

Noticeably, the *Cebpe* gene, which plays an essential role in specific and gelatinase granule formation, was highly expressed in the Neu-5 cluster (Fig. 4d).

**Fig. 4:**
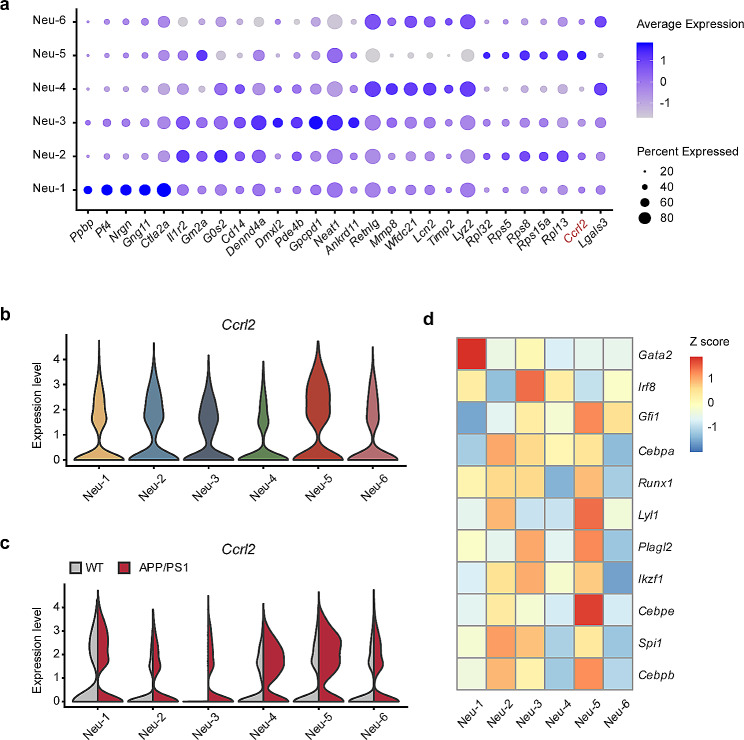
Novel molecular marker of AD-associated neutrophils. (**a**) Dot plot showing the scaled expression of signature genes for each cluster. (**b-c**) Comparisons of the expression level of *Ccrl2* for each cluster (**b**) and cross samples (**c**). (**d**) Heatmap of transcription factors known to regulate neutrophil granulopoiesis for each cluster

### CCRL2 positive neutrophil populations were increased in AD model mice

We then examined the Neu-5 cluster by flow cytometric analysis in AD mice. We prepared blood neutrophils from APP/PS1 and 5×FAD mice, both of which are commonly used AD mouse models. The expression level of CCRL2 protein was quantified. CD45^+^CD11b^+^Ly6G^+^ cells were identified as neutrophils (Fig. 5a). The frequency of CCRL2^+^ neutrophils was significantly higher in both AD mice than WT mice. Meanwhile, the proportion of total neutrophils showed no difference between the mice (Fig. 5b-c). As reported, neutrophils invading into the brain promoted AD pathology [19] and CCRL2 protein plays a role in neutrophil migration [28]. Therefore, we sought to detect whether the increased CCRL2^+^ neutrophils in blood were also present in the brain parenchyma. By immunohistochemistry, we observed more CCRL2^+^ neutrophils in the brain of APP/PS1 mice (Fig. 5d-e).

**Fig. 5:**
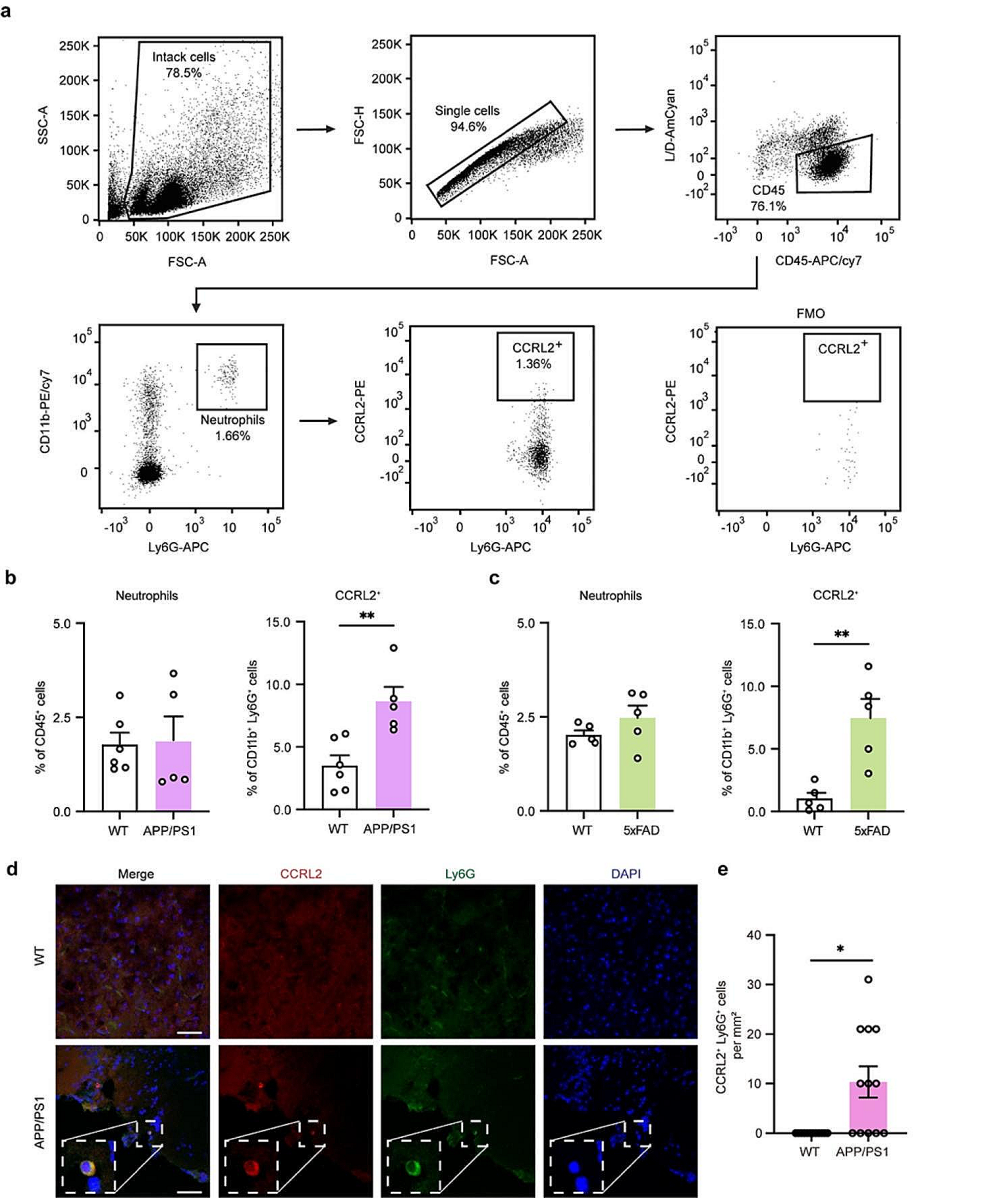
Analysis of CCRL2^+^ neutrophils by flow cytometry and immunohistochemistry. (**a**) Flow cytometry gating strategy for the identification of CCRL2 positive neutrophils. (**b-c**) Comparison of the population of neutrophils in CD45^+^ cells and CCRL2^+^ cells in CD11b^+^Ly6G^+^ cells from peripheral blood of female AD and wild-type mice (*n* = 5). Data shown as mean ± s.e.m.; and two-tailed unpaired *t*-test was used. (**d**) Images of CCRL2, Ly6G and DAPI in the cortex of 7-month-old female APP/PS1 mice. Scale bars, 50 μm. Boxed areas show the CCRL2 and Ly6G staining inset. (**e**) Quantification of the number of CCRL2^+^ Ly6G^+^ cells in female APP/PS1 (*n* = 12) and wild-type controls (*n* = 12) from d. Two-tailed, unpaired Student’s t-test was used and the CCRL2^+^ Ly6G^+^ cells were obviously higher (*p* = 0.0033) in the APP/PS1 mice compared to wild-type mice

### *Ccrl2* gene was upregulated in the temporal cortex of female AD patients

To explore the association of *Ccrl2* gene and AD, we used data from the ALZDATA database to assess the expression levels in different brain regions of female AD patients. Interestingly, the *Ccrl2* gene was obviously increased in the temporal cortex of female AD patients, while the frontal and entorhinal cortex showed no difference (Fig. 6a-c).

**Fig. 6:**
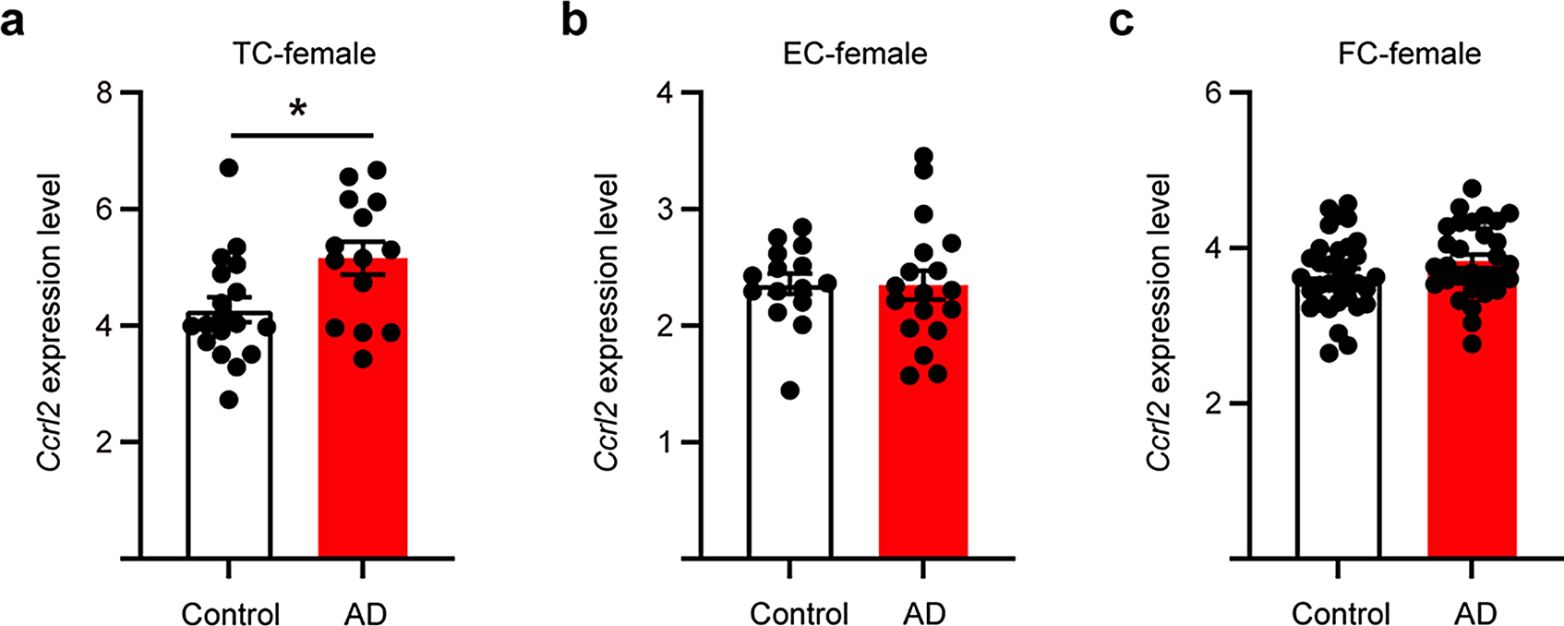
*Ccrl2* is specifically upregulated in female AD temporal cortex. (**a**) The expression level of *Ccrl2* in temporal cortex (TC) of female AD patients (*n* = 14) was significantly higher (*p* = 0.017) than healthy humans (*n* = 18). (**b**) The expression level of *Ccrl2* in entorhinal cortex (EC) of female AD patients (*n* = 18) and healthy humans (*n* = 15). (**c**) The expression level of *Ccrl2* in frontal cortex (FC) of female AD patients (*n* = 30) and healthy humans (*n* = 34). Data are shown as mean ± SEM and two-tailed, unpaired Student’s *t*-test was used. *p < 0.05

## Discussion

In this study, we identified six neutrophil subgroups in the blood of AD mice, among which the Neu-5 and Neu-6 clusters were obviously increased in AD mice. Following characterization, the Neu-5 cluster was closely associated with AD development, which exhibited fewer specific granules and a lower degree of mature. By DEGs analysis, we identified the Neu-5 cluster as *Ccrl2* gene positive, implying a higher tendency for chemotaxis, which was confirmed with flow cytometry and immunohistochemistry.

According to our data, the AD associated Neu-5 cluster comprised immature populations with few specific granules, indicating the cluster might not effectively defense against virus or bacterial infections. Recently, the scRNA-seq of neutrophils in different mouse organs suggested that immature neutrophils in the bone marrow were mobilized to the blood without undergoing full maturation [29]. In AD mice, it appears that more immature neutrophils were mobilized to the blood, thereby decreasing the number of functional neutrophils, as indicated by the Neu-4 cluster, which plays an indispensable role in the host defense system, characterized by its most advanced maturity level and granules. Another study also reported neutrophils in the peripheral blood of AD patients showed impaired phagocytosis, killing activity and secretion of inflammatory cytokines and chemokines [30].

Previous studies have reported neutrophils adhere to brain vessels and migrate into parenchyma in AD mouse models [19, 20], but little information was known about the invading neutrophils. In this work, we identified a CCRL2 positive neutrophil subgroup, which increased obviously in AD mice and showed higher ROS and chemotaxis scores. These data indicated that CCRL2 may promote neutrophil migration during AD pathology. CCRL2 is a nonsignaling seven-transmembrane domain receptor, which binds chemerin and promotes chemotaxis of leukocytes [31]. Prete et al. have reported that CCRL2-deficient mice showed defective neutrophil recruitment in inflamed joints, and therefore were protected from experimental models of inflammatory arthritis [28]. In human and mouse neutrophils, the expression of CCRL2 is upregulated by proinflammatory stimuli such as LPS or TNF-α alone or in combination with IFN-γ or GM-CSF [28, 32]. Numerous studies have validated the elevated TNF-α levels in the plasma of AD mouse models and patients [33–35]. Based on this, we speculated increased plasma TNF-α in AD mice upregulated CCRL2 expression in neutrophils, which favored migration and was associated with AD progression [19, 36]. Further experiments are needed to clarify the underlying mechanism.

Furthermore, we utilized the ALZDATA database to explore the correlation between the *Ccrl2* gene and AD among the Chinese population. Our analysis revealed that *Ccrl2* was particularly upregulated in the temporal cortex of females, but not in the frontal or entorhinal cortex (Fig. 6). Additionally, a previous study indicated a significant correlation between the expression level of *Ccrl2* and Aβ pathology in AD mouse models [37]. Therefore, it is possible that CCRL2, in addition to its role in peripheral blood, may also hold a crucial role in the pathology of AD within the brain. However, further evidence is required to substantiate this hypothesis.

In all, we identified the increased *Ccrl2*^+^ neutrophil subgroup in both peripheral blood and the brains of mice with AD. This finding implied a potential role for *Ccrl2*^+^ neutrophils in the pathogenesis of AD. Future research is needed to elucidate the specific function of CCRL2 protein in neutrophils and its contribution to AD progression. Such investigations could reveal a novel connection between circulating neutrophils and brain diseases.

## Conclusions

In summary, by scRNA-seq we stratified blood neutrophils from APP/PS1 mice into six distinct clusters and identified the notably increased CCRL2 positive neutrophil subgroup. This subset exhibited reduced expression of granule genes and a lower mature score. Remarkably, the CCRL2 positive neutrophils were also detected in the brains of AD mice, potentially indicating their involvement in the progression of AD. Our findings uncover a novel neutrophil subpopulation in the peripheral blood and brains of AD mice, offering a fresh perspective on the role of neutrophils in the pathogenesis of AD disease.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

Data supporting the findings of this study are available within the paper. All scRNA-seq data described in the paper have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through the GEO SuperSeries accession number GSE255662.

## Abbreviations

AD: Alzheimer’s Disease
LPS: Lipopolysaccharide
TNF-α: Tumor Necrosis Factor-α
IFN-γ: Interferon-γ
GM-CSF: Granulocyte-Macrophage Colony Stimulating Factor
scRNA-seq: Single-cell RNA Sequencing
DEGs: Differentially Expressed Genes
WT: Wild-Type
UMIs: Unique Molecular Identifiers
UMAP: Uniform Manifold Approximation and Projection

# Supplementary material for: Single cell transcriptome analysis identified a unique neutrophil type associated with Alzheimer’s disease
**Source:** Immun Ageing. 2024 Jun 25;21:42. doi: 10.1186/s12979-024-00448-x
**Supplement:** Supplementary file 4 — Supplementary Material 4

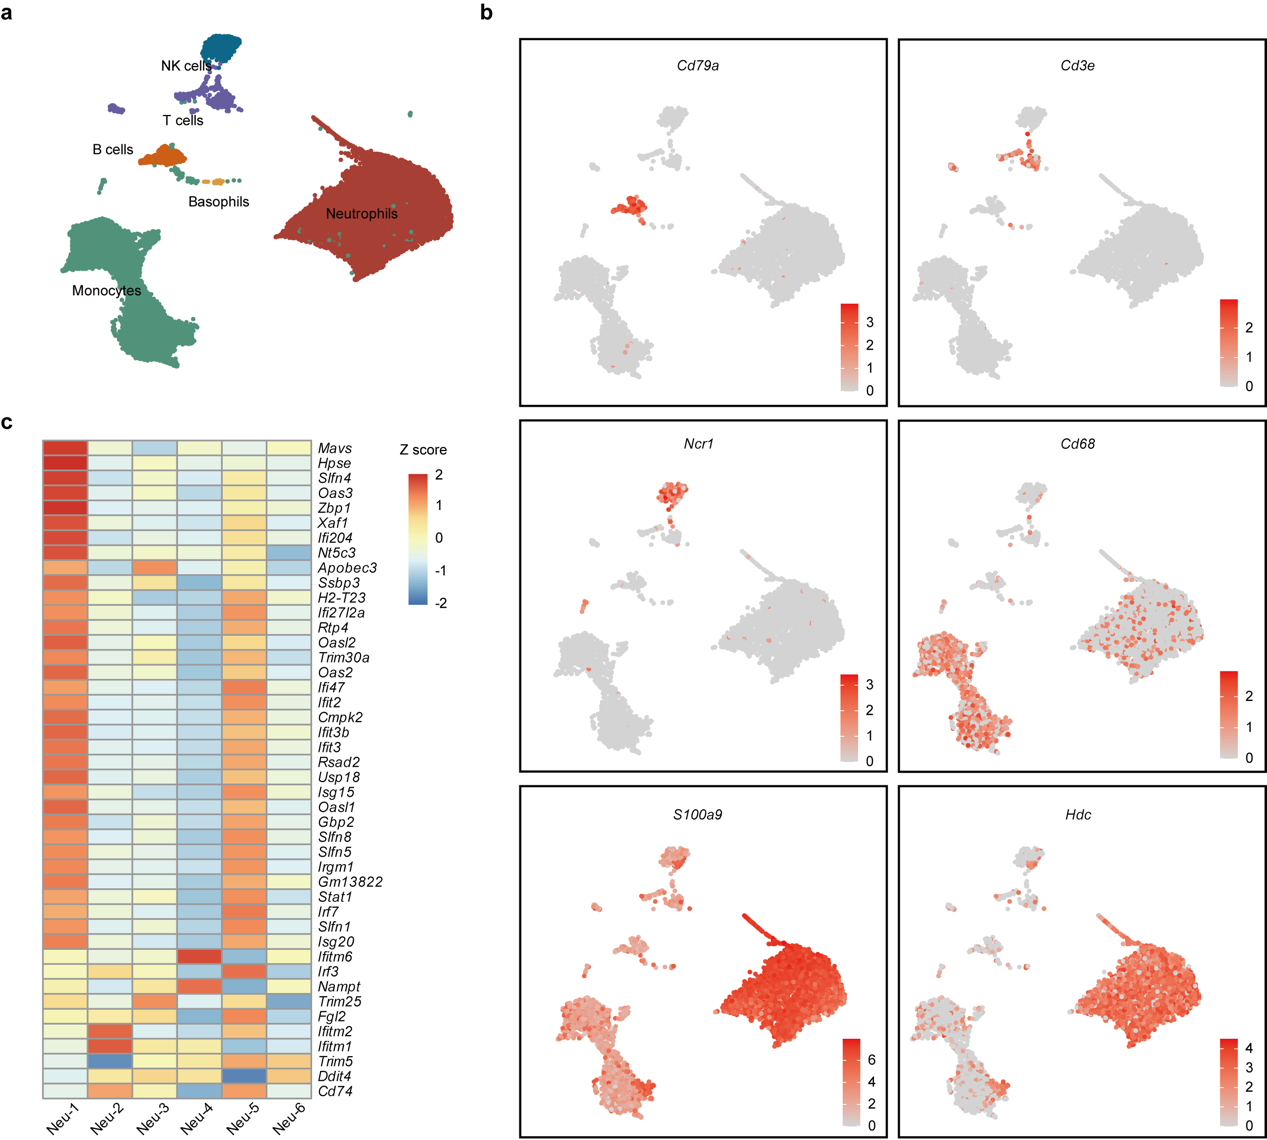

**Extended Data Fig. 1 scRNA-seq identifies peripheral blood immune cell types.**

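In WT, 52.1% of the kept cells were in neutrophil clusters, 37.3% in monocyte clusters, 2.35% in B cell clusters, 2.93% in T cell clusters and 2.92% in NK cell clusters. In APP/PS1 the shares were 63.1%, 24.6%, 2.44%, 3.56% and 5.02%. Erythroid cells took up 1.78% and 0.921%, basophils 0.501% and 0.283%, and platelets 0.110% and 0.105%. Scrublet called 9.37% of the deposited WT cells and 7.76% of the deposited APP/PS1 cells doublets, and these cells stayed in the main setting.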

**a**, UMAP of immune cell clusters colored by cell types from peripheral blood.

**b**, Expression of typical marker genes of immune cell types.

**c**, Heatmap showing the expression of ISGs for Neu-1 cluster.

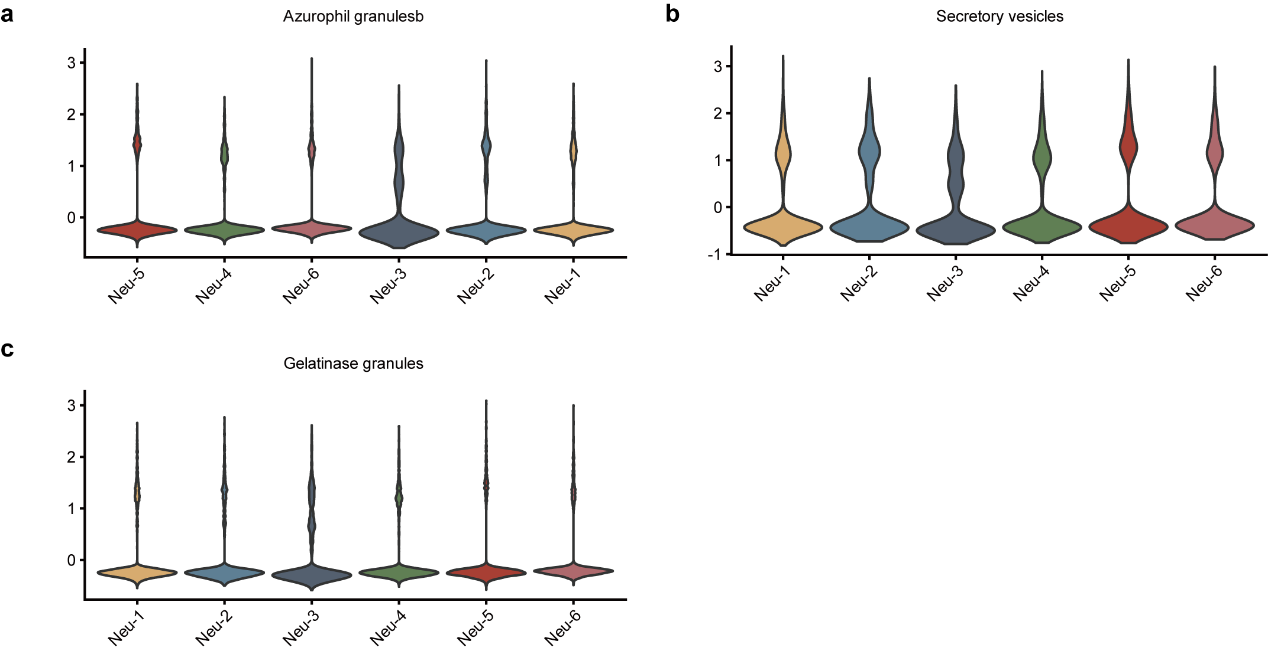

**Extended Data Fig. 2 Granule characterization of neutrophil subpopulations.**

**a-c**, Violin plots of azurophil score (**a**), secretory score (**b**) and gelatinase score (**c**) for each cluster.

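These scores average the genes of 1 granule type per cell, so a score can be led by a few abundant genes. In cluster 1 the azurophil genes had 32.2 CPM in WT and 23.5 CPM in APP/PS1, and in cluster 0 they had 31.5 CPM and 29.7 CPM. The gelatinase genes of cluster 0 had 8463 CPM in WT and 7456 CPM in APP/PS1.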

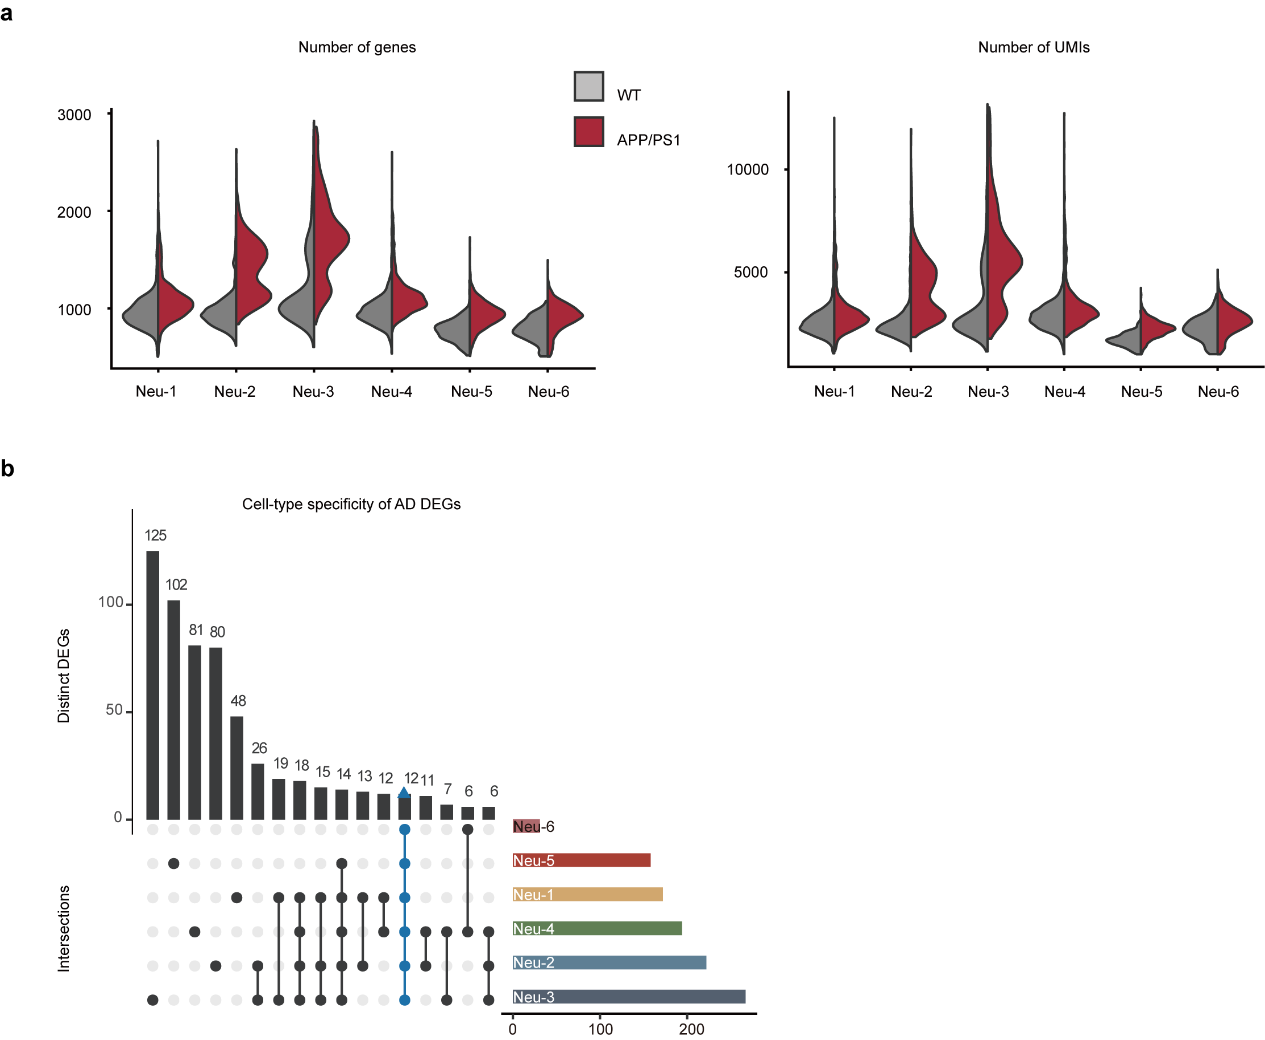

**Extended Data Fig. 3 Differentially gene activity in each neutrophil subpopulation in APP/PS1 mice.**

**a**, Comparisons of the number of genes and number of UMIs of all QC-passed cells in each cluster across samples.

**b**, Matrix layout for intersections of AD DEGs shared across and specific to each cluster. 

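The sheets of Supplementary Material 3 name 640 genes in at least 1 cluster, and 438 of them in 1 cluster only. A gene can reach a threshold in 1 cluster and miss it in another because the clusters differ in cell number, so such a layout counts calls and not differences in size.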

Circles in the matrix indicate sets that are part of the intersection.

How the deposited data were processed for this re-analysis (not part of the article)

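Single-cell RNA-seq was available for 2 libraries of blood neutrophils, 1 from 3 pooled WT mice and 1 from 3 pooled APP/PS1 mice. The authors deposited UMI counts per gene and cell, made with Cell Ranger and the mm10 reference supplied by 10x Genomics, for all barcodes called cells, with no normalization. The deposited counts were read with R 4.3.3, Matrix 1.6.5 and data.table 1.17.8 and analysed with Seurat 5.3.0. The paper used an earlier version of Seurat, so clusters need not match cell for cell.

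The WT library held 17123 cells and the APP/PS1 library 17645 cells. Cells outside the 5th to 95th percentile of genes or UMIs of their library and cells with over 10% mitochondrial UMIs were left out, as were genes in fewer than 3 cells. The methods do not say whether percentiles were taken per library. All kept cells were log-normalized to 10000 UMIs, clustered on 2000 variable features and 15 principal components at a resolution of 0.2, and named by markers. Neutrophils were then clustered with anchors between the libraries, in steps of 0.05 up to the lowest resolution with at least 6 clusters, which gave 6 in the main setting and 7 with called doublets removed, since the paper's text does not name a resolution. Genes whose CPM differed by over 0.5 log2 between libraries and genes the conclusions are about were left out of the features. A cell's score was the mean log-normalized value of a list in Table S1. Coordinates are those of mm10 in GENCODE M21.

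Doublets were called by Scrublet in scanpy 1.11.5 with an expected rate of 8%. Its automatic threshold called no cell in the APP/PS1 library (threshold 0.725), so the threshold of the WT library (0.210) was used for both; this was decided after the calls were seen. Cells called doublets stayed in the main setting and were removed in an alternative. For scores, genes per cell and shares of cells with a UMI, each cell was also thinned to 1000 UMIs.

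There is 1 library per condition, so no test was made. Summed UMIs were given as CPM with exact Poisson intervals and ratios with exact conditional intervals, at the 95% level. On Poisson counts simulated for the 2 libraries, 95.4% of the intervals over 7121 genes held the true ratio. The intervals assume such counts, so this checks the computation and not whether real counts spread more widely. Genes were named where the text, Fig. 2a, Fig. 2b, Fig. 4d or Table S1 names them, and by size, as the 5 highest and 5 lowest ratios among genes with at least 200 UMIs in a library and one direction in all clusters. Alternatives were other cell filters, doublet removal, all features, no integration, 30 principal components, 8 clusters, thinned cells, library sizes by edgeR 4.0.16 (TMM) or without abundant gene classes, and the mean over cells. Designs, markers and alternatives were fixed before the data were examined.

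Several choices were not. The alternatives for the share of the Neu-1 markers were added after the values had been seen. Only the markers of the clusters were fixed beforehand. The rule that turns them into a cluster was written after a trial clustering had been looked at. Among clusters not led by Camp, Ngp, Ltf or mitochondrial genes, it takes for Neu-5 the highest mean of its markers, with at least 3 of them at a log2 ratio of 0.25 or more. For Neu-6 it takes the cluster whose marker mean lies farthest above the mean of Neat1, Dennd4a and Pde4b, with no minimum, so under some alternatives the cluster taken had low Neu-6 markers. That trial, in which older symbols of a few genes had not been matched, gave another number of clusters with a separate cluster of Neu-5 markers, and a trial with neither integration nor left-out features was also looked at. The main setting was not changed for either. After the values had been seen, a stricter rule was tried that kept out clusters with markers of another cell type and asked for more Neu-6 markers. It changed results with no percentile limits, 8 clusters or 30 principal components, where some reversals went away and others appeared. It was given up, and the values given are those of the earlier rule. The limits used in the tests of technical explanations were also set after the files had been seen.

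Flow cytometry, immunohistochemistry and human brain data were not analysed here, and gene ontology enrichment was not computed. Results for a few single genes are not reported here.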

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

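The tests for Hebp1 and Cd3d were chosen after their difference in neutrophils had been seen and before the values of the tests were. All 3 genes were picked by size among genes the paper does not discuss, and were found and tested on the same 2 libraries.

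Hebp1 had 402 UMIs in WT neutrophils and 2 in APP/PS1 neutrophils, a log2 ratio of -8.09 (-11.14 to -6.23). It lies on chromosome 6 from 135137522 to 135198022. A gene nearly without UMIs in 1 library can come from a variant of the mouse line that keeps its transcripts from being counted, which would show in other cell types too. In monocytes it had 1154 UMIs in WT and 10 in APP/PS1, a log2 ratio of -6.23. A variant or a difference in strain background may therefore be the cause, but sequence was not available, and an effect of the transgenes on Hebp1 stays open. Depth differs too little between the libraries to bring such a ratio.

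Hbegf, on chromosome 18 from 36504927 to 36515805, had 1330 UMIs in WT neutrophils and 73 in APP/PS1 neutrophils, a log2 ratio of -4.62 (-4.98 to -4.28). The ratio was -4.82 in monocytes, -5.86 in B cells, -5.18 in T cells and -5.28 in NK cells. Cd14 lies within 5 Mb of Hbegf and was also lower in each of these cell types. A cause shared by these neighbours was not tested. No explanation was tested for Hbegf alone. Handling of the pools, a difference in strain background and an effect of the genotype all stay open, since each is shared by all cells of a library.

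Cd3d, on chromosome 9 from 44981786 to 44987339, had 154 UMIs in WT neutrophils and 1419 in APP/PS1 neutrophils, a log2 ratio of 2.77 (2.53 to 3.02). T cell RNA in the droplets would bring Cd3e, Cd3g and Trbc2 along. With Cd3d up by 41.1 CPM, these genes together would have to rise by 146 CPM and rose by 2.23 CPM, 1.52% of that. This argues against T cells or their RNA as the source. The log2 ratio was 2.13 in monocytes and 0.16 in T cells. It was -0.27 in NK cells (-1.08 to 0.56) and 0.31 in B cells (-0.96 to 1.64). A strain variant near the gene and a difference between the genotypes stay open and were not tested.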

How the results depend on the processing

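The designs, the marker genes and the alternatives given here were set before the data were examined, except that the alternatives for the share of the Neu-1 markers were added after the values had been seen. The rule that picks a cluster from the markers was not, and the values for the clusters depend on it. A stricter rule was tried after the values had been seen and was not kept. Under it, with no percentile limits, the Ccrl2 difference in WT was no longer reversed while that in APP/PS1 still was, and the share of the cluster taken for Neu-6 reversed. With 8 clusters that share was no longer reversed, and with 30 principal components no cluster was taken for Neu-6. No paired analysis was possible because the mice of each genotype were pooled into 1 library. Below, scores and the Ccrl2 and Cebpe ratios of a cluster compare the cluster highest in the Neu-5 markers with all other neutrophils, and share differences are APP/PS1 minus WT in percentage points.

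The direction of Ccrl2, Cd14 and Il1r2 between the libraries was the same under each alternative run for them, with log2 ratios from 0.92 to 1.05 for Ccrl2, -1.61 to -1.47 for Cd14 and -0.71 to -0.50 for Il1r2. The maturation score was below 0 under each alternative. The shares of the clusters taken for Neu-5 and Neu-6, the ROS, chemotaxis and specific granule scores, Cebpe and the Ccrl2 ratio of the cluster in both libraries reversed under at least 1 alternative. Over all results and alternatives, 42 values stayed within the spread of the value they were compared with, 62 moved beyond it and 16 reversed. This spread was the counting interval, except for the 4 scores, where it was the gap between the 2 libraries, which is no counting error and can be very small. For the values that follow, the cause was not tested.

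The share difference of the cluster with the Neu-1 markers was above 0 under each alternative and larger than the main value of 1.25. It was 2.78 with percentiles over both libraries together, 3.89 with no percentile limits, 3.54 with called doublets removed, 4.53 with all variable features kept, 5.85 with no integration and 3.61 with thinned cells. With 8 clusters (2.39) and 30 principal components (1.92) it stayed within the counting interval.

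With library size by TMM, the log2 ratio was 0.92 for Ccrl2, -1.61 for Cd14 and -0.71 for Il1r2. With the mean over cells of each cell's CPM, Cd14 was -1.52, and Cebpe reversed to 0.16.

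With percentiles over both libraries together, the share difference reversed to -4.36 for the Neu-5 markers and to 0.0559 for the Neu-6 markers. The Ccrl2 ratio of the cluster was 0.81 in WT and 0.88 in APP/PS1. The ROS score was 0.0134, maturation -0.0201 and specific granules -0.153.

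With no percentile limits, 20281 cells lay in clusters named neutrophils, 60.8% of cells. Clustered again, they held 2 clusters led by monocyte genes, of 688 WT and 683 APP/PS1 cells (Cd36, Fabp4, Ace) and of 704 WT and 628 APP/PS1 cells (Fn1, Ccr2, F13a1), so the values of this alternative are not of neutrophils alone. In these cells the medians of UMIs and genes had ratios of 1.03 and 1.03. The log2 ratio between libraries was 1.05 for Ccrl2, -1.47 for Cd14 and -0.50 for Il1r2, and 93.7% of listed entries had the listed direction. The cluster led by Fn1 was the highest in the Neu-5 markers and was also the cluster taken for Neu-6, so both share differences were -2.05, a reversal for Neu-5. Ccrl2 reversed to -0.98 in WT and -0.89 in APP/PS1, and the specific granule score to 0.477. Cebpe was -1.23, ROS 0.206, chemotaxis -0.0474 and maturation -0.431.

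With called doublets removed, neutrophils were 61.2% of cells, and the lowest resolution with at least 6 clusters gave 7. The share difference for the Neu-5 markers was 5.31, chemotaxis -0.0314, maturation -0.0965 and specific granules -0.268, and ROS reversed to -0.00379.

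With all variable features kept, the share differences were 9.34 and -11.7 for the Neu-5 and Neu-6 markers, Ccrl2 in WT was 1.05, chemotaxis -0.0358, maturation -0.113 and specific granules -0.289. Cebpe reversed to 0.060 and ROS to -0.00344. The features then include genes that differ between the libraries, so a cluster can be set apart by library.

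With no integration, the share differences were 5.53 and -13.4, Ccrl2 in APP/PS1 was 0.88, chemotaxis -0.0340, maturation -0.0909 and specific granules -0.274, and ROS reversed to -0.00585.

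With 8 clusters, the share difference was 6.67 for the Neu-5 markers. For the Neu-6 markers it reversed to 0.0607, in a cluster of 12 WT and 21 APP/PS1 cells. Ccrl2 in WT was 0.99, Cebpe -0.0022, chemotaxis -0.0318, maturation -0.112 and specific granules -0.270, and ROS reversed to -0.00147.

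With each cell thinned to 1000 UMIs before clustering, the share difference reversed to -1.24 for the Neu-5 markers and was -2.38 for the Neu-6 markers. Ccrl2 was 0.75 in WT and 0.87 in APP/PS1, ROS 0.00284, chemotaxis -0.0207, maturation -0.0722 and specific granules -0.259. Thinning the cells for the score alone gave -0.0163 for maturation, and for genes per cell a ratio of medians of 1.01.

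With 30 principal components no cluster had 3 of the Neu-5 markers raised, so there is no value for Neu-5, and the share difference of the cluster taken for Neu-6 reversed to 2.21. With the genes that mark clusters left out of the lists, chemotaxis reversed to 0.00927, maturation was -0.00355 and specific granules -0.0323.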

Differences from the paper's values

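The clusters were rebuilt and carry names only through marker genes, so a difference in a cluster can lie in the cells it holds.

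The paper gives 2190 differentially expressed genes in total (the paper's number), while the sheets of Supplementary Material 3 hold 1039 entries and the paper's 6 numbers by cluster add up to 1040. No alternative bears on this count.

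The share of Neu-5 in WT was about 3% in Fig. 1d of the paper, read by eye, and 27.0% for the cluster highest in the Neu-5 markers. None of the alternatives set before the data were examined closed the gap, and the nearest neutrophil cluster was at 17.0% with 8 clusters. With no percentile limits the cluster taken was at 7.70% and was led by monocyte genes. The share of Neu-6 in WT was about 2% in the paper's Fig. 1d, read by eye, against 40.6%, and none of these alternatives closed the gap, with values from 0.158% with 8 clusters to 56.3% with 30 principal components.

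The share of Neu-6 in APP/PS1 was about 24% in the paper's Fig. 1d, read by eye, against 36.2%. The share was nearer to 24% with all variable features kept (30.4%) and with no integration (31.6%). With called doublets removed it was also nearer (29.3%). The genes that led the cluster taken then included Iglc1, Igkc, Jchain, Ighm and Iglc2, which are immunoglobulin or plasma cell genes. Retnlg was the only Neu-6 marker among the leading genes, although the mean of the Neu-6 markers was 0.46, against 0.40 in the main setting. The share was farther from 24% with percentiles over both libraries (36.5%), no percentile limits (5.64%), 30 principal components (58.5%), 8 clusters (0.219%) and thinned cells (39.9%).

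The paper states that Neu-5 and Neu-6 formed apart from WT cells and that Neu-2, Neu-3 and Neu-4 came mainly from WT. APP/PS1 gave 9591 of the 17176 neutrophils, so a cluster of equal share in both libraries holds more APP/PS1 than WT cells. Cluster 0, with the Neu-4 and Neu-6 markers, had 53.0% of its cells from APP/PS1 and took up more of WT (40.6%) than of APP/PS1 (36.2%). Cluster 1, with the Neu-2, Neu-3 and Neu-5 markers, had 56.2% and took up near the same share of both. Genes that differ between the libraries were left out of that clustering, which can hide a cluster set apart by them. The share from APP/PS1 was highest in cluster 3, at 61.7%. The cluster with the Neu-3 markers took up more of WT than of APP/PS1 with called doublets removed (39.2% of its cells from APP/PS1), 30 principal components (43.0%), 8 clusters (42.9%), no percentile limits (42.7%), percentiles over both libraries (52.1%) and all variable features (52.5%), and less with no integration (60.5%). The cluster with the Neu-4 markers took up more of WT with all variable features (47.7%), no integration (47.0%), 8 clusters (51.0%) and thinned cells (54.4%), and near the same share of both with percentiles over both libraries (55.9%).

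The paper states that Ifit3 and Slfn4 are higher in Neu-1 than in other clusters. They were at 106 CPM and 499 CPM in cluster 2, which carried the Neu-1 markers, and at 696 CPM and 1312 CPM in cluster 3.

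The paper states that Neu-1 is high in Elane, that Neu-4 is high in all granule types and that Neu-5 is higher in Cx3cl1, Cxcl10, Ccl3, Ccl4 and Ccl5. Elane had 2 UMIs over all neutrophils and Cx3cl1 had 1. Cluster 4, which no Neu-4 name was given to, had the highest specific, gelatinase and secretory sums. Its azurophil sum was the lowest of all clusters, at 20.0 CPM (14.5 to 26.8). Cluster 0 had 30.5 CPM (28.0 to 33.2) and cluster 2 had 24.9 CPM (22.1 to 28.0). Of the 5 chemokines, Ccl3 and Ccl4 were higher in cluster 1, at log2 ratios of 0.81 and 0.51, Ccl5 was at 0.02, Cxcl10 was at -0.08 in WT and -1.02 in APP/PS1, and Cx3cl1 could not be compared.

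The paper states a higher chemotaxis score and high Cebpe in Neu-5. The chemotaxis difference was -0.00753, and it was above 0 only with the genes that mark clusters left out, at 0.00927. The Cebpe log2 ratio was -0.20, and it was above 0 with the mean over cells of each cell's CPM (0.16) and with all variable features kept (0.060). It was also above 0, at 0.40, with cluster 4 left out of the comparison, which was chosen after the values were seen.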

Other observations

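The tests on doublets in cluster 1, on the source of the Cebpe UMIs and on Camp in other cell types were chosen only after the results they bear on had been seen. How the tests on haemoglobin and on neighbouring genes were read was made more cautious after their values had been seen, and an earlier test on Cebpe, the share of its UMIs in cluster 4, was replaced. For haemoglobin the cell type whose value is given was changed as well. The doublet test was also moved, after values had been seen, from the cluster with the highest median of UMIs to cluster 1. No biological explanation was separated from a difference between the pools, since each genotype is 1 library.

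Fos, Zfp36 and other immediate early genes were higher in APP/PS1 neutrophils, with a median log2 ratio of 0.51 over 10 genes. Handling or time of sampling would raise them in lymphocytes too. The median was 0.48 in NK cells, 0.32 in T cells, 0.21 in monocytes and -0.0152 in B cells, so handling and genotype cannot be told apart, because cell types differed. Per1 was lower in APP/PS1 in neutrophils (-0.79), monocytes (-0.80), B cells (-0.45), T cells (-0.43) and NK cells (-0.31, with an interval that held 0). The median of the clock and glucocorticoid genes was -0.19 in neutrophils, -0.23 in monocytes, -0.0133 in NK cells, 0.15 in B cells and 0.16 in T cells, over genes that went both ways, so time of day stays open.

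Platelet genes had a median log2 ratio of 0.42 in neutrophils and were above 0 in 2 of 4 other cell types (0.38 in monocytes and 0.30 in NK cells, against -0.53 in B cells). Platelet RNA in the droplets may add to this and cannot be told apart from platelets bound to cells. Haemoglobin genes had a median of -0.77 in neutrophils, -0.81 in monocytes, -2.09 in B cells, -0.37 in NK cells and -0.0637 in T cells. Red cell RNA left after lysis is a candidate source, but its uneven size leaves this open.

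Of 7670 genes, 35 differed the same way by at least 0.3 log2 units in neutrophils, monocytes, B, T and NK cells, 11 higher and 24 lower in APP/PS1. Of their neighbours within 5 Mb, 6 pairs were found against a mean of 3.34 in random lists of genes of like expression, a percentile of 89.75. A strain background in blocks may be part of this, but the number lies within the spread of random lists. Camp and Ltf were among the 35 genes and lie within 5 Mb of each other on chromosome 9. Ccrl2 lies within 5 Mb of both, and its start is close to the end of Ltf at 111042766. Ccrl2 was not among the 35 genes, with a log2 ratio of -0.47 in B cells (-0.97 to 0.037). Whether a strain variant in this block bears on Ccrl2 was not tested. Camp reached 21.1 CPM in B cells, 11.8 CPM in T cells and 9.66 CPM in NK cells. RNA of other cells in the droplets may therefore bring part of such shifts in lymphocytes, and its share was not measured.

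A difference in depth could shape the cluster shares. With each cell thinned to 1000 UMIs the share difference of the cluster highest in the Neu-5 markers was -1.24, against 0.384 before, with an interval that held 0 in both, so this test does not decide whether depth played a part. Other alternatives gave differences whose intervals left out 0, such as 9.34 (8.06 to 10.6) with all variable features kept and -4.36 (-5.74 to -2.99) with percentiles over both libraries, and depth was not tested for these. The value of 0.384 was itself found with genes that differ between the libraries left out of the features.

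Free Ccrl2 RNA in the droplets would raise Ccrl2 in B and T cells as in neutrophils. The rise was 2.73 UMIs per 10000 in neutrophils and at most 0.137 in B and T cells, which argues against free RNA, shared by all droplets, as the main source. Ccrl2 also rose in monocytes, from 105 to 200.4 CPM (log2 ratio of 0.93), near the ratio of 0.97 in neutrophils. In NK cells it rose from 45.0 to 85.5 CPM (log2 ratio of 0.93). NK cells held 10060 CPM of S100a9 in WT and 9297 CPM in APP/PS1, so RNA of neutrophils may have brought part of their Ccrl2. By the monocyte values the rise was not confined to neutrophils, and handling of the pools, strain background and genotype all stay open.

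Cluster 1 did not hold the most UMIs per cell, and 2.78% of its APP/PS1 cells and 0.293% of its WT cells were called doublets. Clusters 0, 2, 3 and 4 also had a higher share of called doublets in APP/PS1 (1.47%, 4.35%, 0.892% and 1.90%) than in WT (0.195%, 0.682%, 0% and 0%). Cluster 5 went the other way, with 4.00% in APP/PS1 (0.833% to 11.2%) and 7.58% in WT (2.51% to 16.8%). With called doublets removed the share difference was 5.31, but that clustering gave 7 clusters, and 8 clusters with no cell removed gave 6.67, so the difference cannot be put down to doublets. Scrublet misses 2 cells of the same type, so droplets with 2 neutrophils stay open. By summed CPM in the main clustering, Cebpe was higher in cluster 1 than in the others only with cluster 4 left out, by 5.49 CPM. Camp and Ltf were at 10.6 and 6.37 CPM in cluster 1 against 14756 and 6463 CPM in cluster 4, so cells like those of cluster 4 could bring at most 3.00% of this excess, or 7.86% at the limits of the intervals, which argues against them as its source. The clustering set cells rich in Camp apart, so this holds for cluster 1 and not for other groupings of the cells. Droplets that held a neutrophil and another cell type are no source of cluster 4, since Camp reached at most 21.1 CPM in any other cell type.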
